# Pof8 is a La-related protein and a constitutive component of telomerase in fission yeast

**DOI:** 10.1038/s41467-017-02284-8

**Published:** 2018-02-08

**Authors:** Diego J. Páez-Moscoso, Lili Pan, Rutendo F. Sigauke, Morgan R. Schroeder, Wen Tang, Peter Baumann

## Abstract

Telomerase reverse transcriptase (TERT) and the non-coding telomerase RNA subunit (TR) constitute the core of telomerase. Here we now report that the putative F-box protein Pof8 is also a constitutive component of active telomerase in fission yeast. Pof8 functions in a hierarchical assembly pathway by promoting the binding of the Lsm2-8 complex to telomerase RNA, which in turn promotes binding of the catalytic subunit. Loss of Pof8 reduces TER1 stability, causes a severe assembly defect, and results in critically short telomeres. Structure profile searches identified similarities between Pof8 and telomerase subunits from ciliated protozoa, making Pof8 next to TERT the most widely conserved telomerase subunits identified to date.

## Abstract (web summary)

The core of the telomerase holoenzyme is composed of the reverse transcriptase and the non-coding RNA template. Here the authors identify Pof8 as a new constitutive component of fission yeast telomerase, loss of which causes telomerase assembly defects and critically short telomeres.

## Introduction

In most eukaryotes, the DNA component of telomeres is composed of short tandem repeat sequences maintained by the reverse transcriptase telomerase. Telomerase is a ribonucleoprotein (RNP) complex in which the RNA subunit (TR, TER1 in *Schizosaccharomyces pombe*) functions as a scaffold for the assembly of telomerase reverse transcriptase (TERT, Trt1 in *S. pombe*) and other protein subunits^1^. The RNA subunit also contains the template region for telomere repeat synthesis. In all species examined, telomerase RNA subunits are transcribed as precursors that then undergo a series of processing events to produce the mature form that is assembled into the active telomerase complex. In *S. pombe*, the mature form of TER1 is ~1213 nucleotides in length^2,3^ and ends just upstream of a 5′ splice site^4^. The precursor is about 200 nucleotides longer, containing an intron and second exon. Interestingly, TER1 maturation involves only the first step of a splicing reaction. After spliceosomal cleavage at the 5′ splice site, the first exon is released to become the mature form of telomerase. This reaction is favored by RNA elements within TER1 that promote a slow transition between the two steps of splicing resulting in the “discard” of splicing intermediates^5^. A role for spliceosomal cleavage in 3′ end processing of telomerase is conserved among many fungi, but the underlying mechanisms are surprisingly diverse^6,7^.

Fungal telomerase RNAs contain an Sm-binding site near the mature 3′ end, and require binding of the hetero-heptameric Sm complex for processing and stability^4,8–10^. The Sm complex is a member of the Hfq-family of RNA-binding proteins that is conserved in all domains of life^11^. Sm proteins also assemble on spliceosomal small nuclear RNAs (snRNAs), where they are critical for 5′ cap hypermethylation, reimport of the RNPs into the nucleus and spliceosome function^12^. During *S. pombe* TER1 maturation, Sm proteins promote spliceosomal cleavage and recruit the methyl transferase Tgs1 that generates the 2,2,7-trimethylguanosine (TMG) cap^8^. The Sm complex then dissociates from TER1 and is replaced by the Sm-like complex Lsm2-8, which protects the 3′ end of TER1 from degradation and promotes the association of TER1 with Trt1 to generate the functional enzyme^8^.

Biochemical and structural studies of telomerases from ciliated protozoa has provided fundamental insights into telomerase biogenesis and function. However, the extent to which these findings can inform studies in other organisms has remained less clear due to fundamental differences in enzyme composition and biogenesis pathways. For example, the telomerase RNA subunit is transcribed by RNA polymerase III in ciliates, but by RNA pol II in yeasts and metazoans. It has thus been thought that proteins involved in the processing and stabilization of pol III transcripts may only function in telomerase RNA biogenesis in ciliates. This includes members of the Lupus La antigen-related protein (LARP) family^13^, which are components of the telomerase holoenzyme in ciliates and are critical for the assembly, nuclear retention, and activity of telomerase^14–18^.

We now demonstrate that a critical role for La family members in telomerase biogenesis and function is conserved in fission yeast, where telomerase RNA is a pol II transcript. Our results reveal that the Pof8 protein binds to telomerase RNA, functions in hierarchical assembly by promoting Lsm2-8 binding, and forms a constitutive component of the active enzyme. Profile database searches identify Pof8 as a previously unrecognized member of the LARP family displaying striking structural similarities with human and ciliate proteins. Our findings reveal an ancient role for La-related proteins (LARP) in telomerase biogenesis and indicate that evolutionary conservation in holoenzyme composition extends much further than previously thought.

## Results

### Pof8 is a La-related protein family member

To gain a better understanding of the transition from Sm protein-bound TER1 precursor to the Lsm-bound mature form, we performed immunoprecipitations for each of the Sm and Lsm proteins from strains with myc epitope tags on individual subunits^8^. Precipitates were used to identify associated proteins and RNAs by mass spectrometry and Illumina sequencing, respectively. Our attention focused on the Pof8 protein as it was reliably precipitated by Lsm2 and Lsm8 and not found in control IPs. Originally reported as a putative F-box protein^19^, Pof8 had previously been implicated in telomere maintenance by screening the *S. pombe* gene deletion collection for strains with abnormal telomere length^20^. Using sequence- and profile-based searches, we were unable to independently confirm the F-box domain previously described^21^. However, a homology search readily identified an RNA recognition motif (RRM) near the C-terminus of Pof8 (Fig. 1a, b). This RRM most closely resembled RRMs in the human LARP family. A subsequent profile sequence search of the full-length Pof8 sequence using HHpred^22^ revealed a La motif and an additional RRM (Fig. 1a, c). Both domains independently identified Pof8 as a LARP, the same family that includes the telomerase subunits p65 from *Tetrahymena thermophila*^15^ and p43 from *Euplotes aediculatus*^14^.

**Fig. 1:**
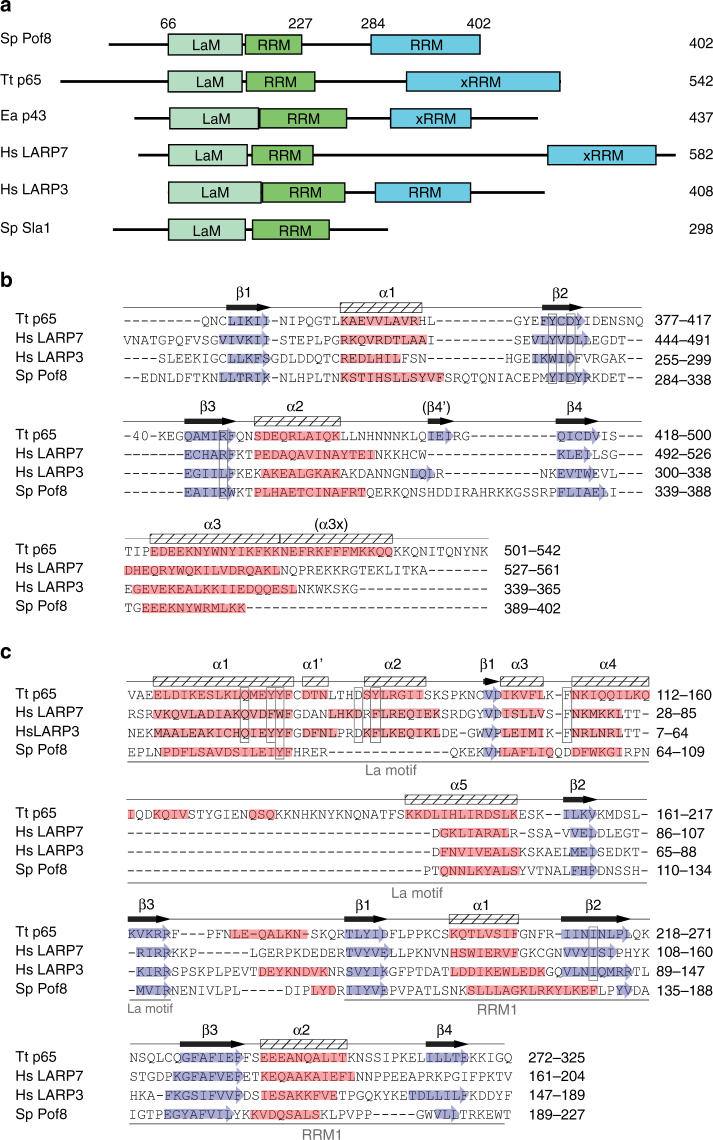
Pof8 structural analysis reveals a La motif and two RRM domains. **a** The domain architecture of *S. pombe* (Sp) Pof8 compared to *T. thermophila (Tt)* telomerase subunit p65, *E. aediculatus* (Ea) telomerase subunit p43, *Homo sapiens* (Hs) LARP7 and LARP3, and the *S. pombe* La protein, Sla1. Numbers above the Pof8 sequence indicate predicted domain boundaries. **b** Alignment and secondary structure elements of the C-terminal RRM domains based on HHPred predictions; beta strands are highlighted with blue arrows, and alpha helices are highlighted in red. The secondary structure elements for p65 are based on the crystal structure^27^ and are labeled above the alignment. Forty amino acids that form an extended loop between β2 and β3 in p65 have been abbreviated -40- to keep the alignment compact. **c** N-terminal La motif and RRM1 domains. Residues shown to interact with oligo-uridine RNA are boxed and are mostly not conserved in Pof8. The p65 secondary structure elements are labeled above the alignment

### Reduced TER1 level and short telomeres in *pof8Δ* cells

The sequence similarity with bona fide telomerase components in ciliates, combined with the interaction of Pof8 with Lsm proteins, lead us to hypothesize that Pof8 may be directly involved in telomerase biogenesis. Examination of TER1 by northern blotting revealed a four to five-fold reduction in RNA levels in *pof8Δ* cells (Fig. 2a). The reduction in steady-state level predominantly affected the mature form generated by spliceosomal cleavage, whereas the levels of precursor and spliced form were only slightly reduced (Fig. 2a, b). The levels of Smb1, Sme1, Lsm4, Lsm5 also remained unchanged in the absence of Pof8, and the level of Trt1 protein was only slightly reduced indicating that the reduction in the mature form of TER1 is a direct consequence of loss of Pof8 protein (Supplementary Fig. 1). Consistent with the observations of the genome-wide telomere length screen^20^, we found telomere length to be very short in the absence of Pof8 (Fig. 2c). It is important to note that the chromosome terminal fragments following digest of genomic DNA with *Eco*RI are composed of ~800 bp subtelomeric DNA and a variable number of telomeric repeats. The difference in mobility between wildtype and *pof8Δ* is therefore indicative of critically short telomeres with most of the remaining fragment composed of subtelomeric DNA. Although telomeres were maintained at this short length over successive restreaks at the population level, a fraction of telomeres nevertheless became uncapped and chromosome end fusions were readily detected in *pof8Δ* cells, but not in wild-type cells under the same condition (Fig. 2d). A *ter1Δ* strain in crisis served as a positive control for chromosome end fusions.

**Fig. 2:**
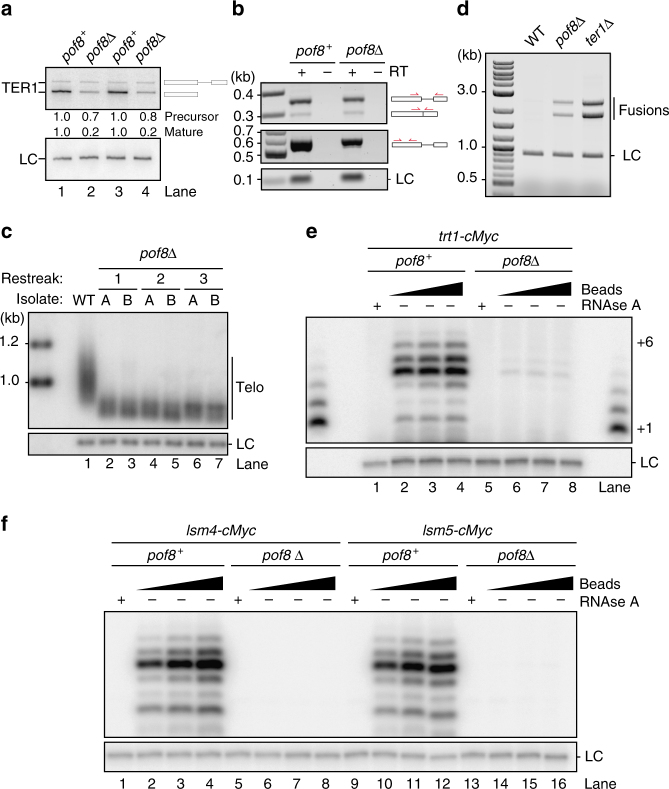
Telomerase and telomere defects associated with the deletion of *pof8*. **a** Northern blot analysis of TER1 from wildtype and *pof8Δ* strains following RNaseH cleavage. Quantification of TER1 signal relative to wildtype and normalized to the loading control (LC, snR101) is shown below the figure. Lanes 1 and 3 represent independent isolates for *pof8*^*+*^, and lanes 2 and 4 for *pof8Δ*. The schematics on the right represent TER1 precursor and mature forms. Uncropped blots are presented in Supplementary Fig. 3a. **b** RT-PCR amplification of spliced and unspliced TER1 (top panel), total TER1 (middle panel), and snRNA U1 used as loading control (LC, lower panel). The schematics on the right indicate the position of primers used relative to the structure of precursor, spliced and cleaved TER1 (RT reverse transcriptase). **c** Southern blot analysis to compare telomere length from wildtype (WT) and *pof8Δ* cells. Two independent isolates of *pof8Δ* (A and B) were restreaked three times and telomere length was analyzed (one restreak = 20–25 generations). The *rad16*^+^ locus was probed as a loading control (LC). Lane numbers are indicated below the blot. Uncropped blot is presented in Supplementary Fig. 3a. **d** Detection of telomere–telomere fusions by PCR. **e** Telomerase activity assay from Trt1-cMyc immunoprecipitations. To establish RNA dependence, RNAse A was added to control samples prior to incubation with DNA primer and nucleotides. A ^32^P-labeled 100-mer oligonucleotide was used as LC and a ladder of extension products generated by terminal transferase was run on both edges of the gel as size markers; the bands corresponding to 1 and 6 nucleotide addition products are labeled on the right. Uncropped blot is presented in Supplementary Fig. 3a. **f** As **e** but from strains harboring Lsm4-cMyc and Lsm5-cMyc in wildtype and *pof8Δ* backgrounds

### Pof8 deletion impairs telomerase activity

The pronounced telomere defect observed here was difficult to reconcile with the modest reduction in telomerase RNA level observed by northern blotting. To investigate whether telomerase activity was affected more severely than expected from the four-fold reduction in TER1 RNA, we performed direct telomerase activity assays from Trt1 immunoprecipitates prepared from cell extracts of *pof8*^*+*^ and *pof8Δ* cells. We observed a 20- to 30-fold reduction in telomerase activity in the absence of Pof8 (Fig. 2e). Even less telomerase activity was detected when telomerase was immunoprecipated with Lsm proteins from *pof8Δ* cells (Fig. 2f).

To separate the effects of *pof8* deletion on TER1 stability from a role for Pof8 in telomerase biogenesis or regulation of activity, we expressed TER1 from the inducible *nmt1* promoter (Fig. 3a). In the induced state, TER1 levels were 10-fold higher in the *pof8* deletion strains (lanes 5 and 6) compared to wildtype (lane 1). Regardless of the amount of TER1, telomerase activity was dramatically reduced in the absence of Pof8 (Fig. 3b). Only after contrast adjusting beyond the point of saturation for the signal from *pof8*^*+*^ samples, weak telomerase activity was detected in the *pof8Δ* extracts (Fig. 3b, lower panel). Despite higher levels of TER1 RNA in the induced *pof8Δ* cells compared to the uninduced *pof8*^*+*^ cells, the activity was over 300-fold reduced (compare lanes 2–4 with 14–16). Furthermore, despite a 16-fold higher level of telomerase RNA in induced *pof8Δ* cells vs. uninduced cells, the activity increased by less than two-fold. Consistent with the low activity despite overexpression of TER1, the short telomere phenotype of *pof8Δ* cells was not rescued (Fig. 3c). TER1 levels also increased following deletion of the RNA exonuclease *rrp6* (Supplementary Fig. 2a)^23^. In line with the results obtained by overexpressing TER1, deletion of *rrp6* also failed to rescue telomerase activity (Supplementary Fig. 2b). In summary, deletion of *pof8* caused a four-fold reduction in the steady-state level of TER1, but had a far more dramatic effect on telomerase activity. Overexpressing TER1 or interfering with TER1 degradation rescued the RNA level, but failed to rescue telomerase activity and telomere shortening.

**Fig. 3:**
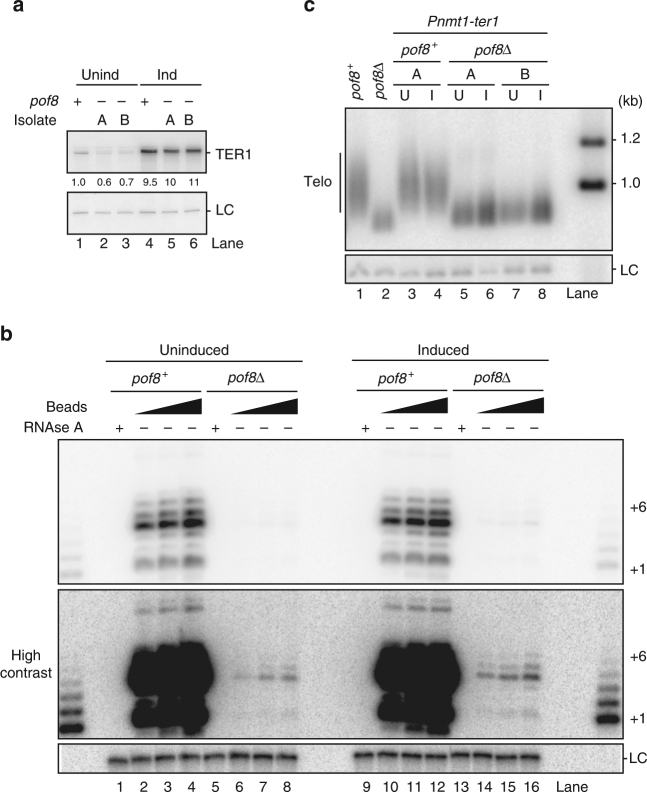
TER1 overexpression fails to rescue telomerase defects in *pof8Δ* cells. **a** Northern blot analysis of total RNA isolated from cells expressing TER1 from a plasmid under the control of uninduced (Unind) and induced (ind) nmt1 promoter in an Lsm4-cMyc background. Two independent isolates (A and B) of *pof8Δ* transformants were used. Uninduced cells were grown in YES (with thiamine) and in EMM (no thiamine) for the induced condition. The lower panel shows snR101 probed as a loading control (LC). Uncropped blots are presented in Supplementary Fig. 3b. **b** Telomerase activity assay from Lsm4-cMyc immunoprecipitates from *pof8*^*+*^ and *pof8Δ* cells harboring nmt1-TER1 grown under uninduced and induced conditions. A high contrast version of the top panel is included to visualize the low levels of telomerase activity from *pof8Δ* cells. Ladder of extension products generated by terminal transferase is flanking the assay as size markers; the bands corresponding to +1 and +6 nucleotide addition products are indicated. A ^32^P-labeled 100-mer oligonucleotide was used as LC. Uncropped blot is presented in Supplementary Fig. 3b. **c** Southern blot analysis of telomere length of strains described in **a** and controls. U uninduced, I induced. A probe for the *rad16*^*+*^ locus was used as the LC

### Effect of *pof8* deletion on telomerase assembly

The strong effect of *pof8* deletion on telomerase activity indicated that Pof8 may function as an assembly factor for telomerase. As shown previously^8^, Lsm2-8 proteins are associated with the majority of mature telomerase RNA, whereas Sm proteins are bound to the precursor and a minor fraction of mature TER1. Deletion of *pof8* results in a 20-fold reduction in the amount of TER1 immunoprecipitated with Lsm4 and Lsm5, and a slight increase in Smb1 and Sme1 association (Fig. 4a). These results indicate that loading of Lsm proteins onto TER1 is compromised in the absence of Pof8. To exclude the possibility that the reduction in TER1 level caused by the deletion of *pof8* was responsible for the diminished recovery by immunoprecipitation, we repeated the experiment in the context of overexpressed TER1 (Fig. 4b). Whereas immunoprecipitation of Lsm4 from a *pof8*^*+*^ strain depleted over 50% of TER1 from the supernatant (lane 3), no measurable depletion was observed in the *pof8Δ* extract (lane 4, compare input with S/N) and TER1 was barely detectable in the immunoprecipitate (IP, lane 4, lower panel). We conclude that Lsm association with TER1 is compromised in the absence of Pof8. As we have previously shown that Trt1 association with TER1 requires prior binding of Lsm2-8^8^, these experiments place Pof8 upstream of Lsm and Trt1 in the hierarchical assembly of telomerase and explain the dramatic reduction in telomerase activity in the absence of Pof8.

**Fig. 4:**
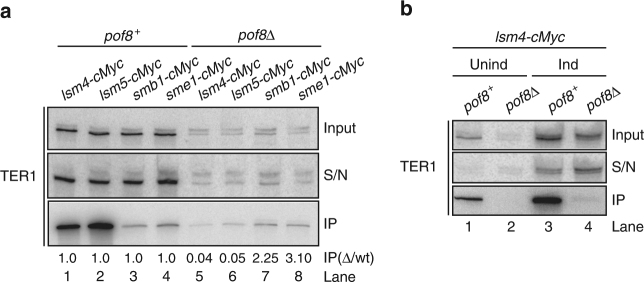
Lsm2-8 complex fails to associate with TER1 in Pof8-deficient cells. **a** Northern blot analysis of TER1 following immunoprecipitation (IP) of cMyc-tagged Lsm and Sm proteins. Input and supernatant (S/N) represent 10% of the IP samples. Upper band corresponds to precursor, lower band to mature form. IP signal was normalized to precursor plus mature form from the input samples and fold enrichment is shown relative to wildtype below the blots. The uncropped blots are presented in Supplementary Fig. 3c. **b** Northern blot analysis of TER1 from anti-cMyc IP samples. Strains contain plasmid borne, inducible TER1 in an Lsm4-cMyc background. Input and S/N represent 10% of the IP samples (Unind uninduced, Ind induced). The uncropped blots are presented in Supplementary Fig. 3c

We next wanted to know whether Pof8 directly and stably associates with TER1. Following introduction of an N-terminal 3xFLAG epitope tag, Pof8 was detected as a single band by western blotting (Fig. 5a). Telomeres continued to be maintained at near wildtype length indicating that the 3xFLAG tag has little effect on Pof8 function (Fig. 5b). To test whether Pof8 binds directly to TER1, we incubated a radiolabeled probe corresponding to the short arms of TER1 with *S. pombe* extract containing FLAG-tagged Pof8 and UV irradiated to crosslink RNA–protein interactions. Pof8 was then immunoprecipitated under denaturing conditions to disrupt indirect interactions. Parallel control experiments were carried out with extracts containing no tags and myc epitope-tagged Lsm4, respectively. RNA was isolated from each IP, separated by gel electrophoresis and visualized (Fig. 5c). TER1 was found to be 2.5-fold enriched in the Lsm4 and Pof8 IPs relative to the untagged control, strongly supporting that Pof8 directly interacts with TER1, as does Lsm4.

**Fig. 5:**
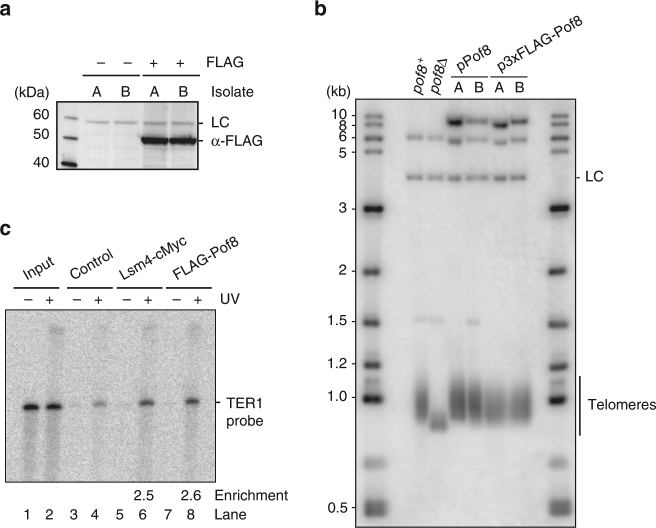
Characterization of 3xFLAG-Pof8. **a** Western blot using α-FLAG antibody in strains containing untagged Pof8 or 3xFLAG-Pof8 with two independent isolates per strain in an Lsm4-cMyc background. A non-specific band recognized by α-FLAG in *S. pombe* extracts even in the absence of an epitope-tagged protein was used as a loading control (LC). **b** Telomeric Southern blot from strains containing untagged Pof8 or 3xFLAG-Pof8 on a plasmid under the control of its endogenous promoter with two independent isolates per strain in an Lsm4-cMyc background. A *rad16*^*+*^ probe was used as the LC. **c** UV crosslinking and immunoprecipitation of in vitro transcribed TER1 probe incubated in extracts containing epitope-tagged Lsm4 or Pof8

### Pof8 is a subunit of active telomerase

To assess whether Pof8 stably associates with TER1 in the context of active enzyme, we analyzed FLAG-Pof8 immunoprecipitations carried out under native conditions by northern blotting. TER1 was readily detected in immunoprecipitates from tagged, but not from control extracts in which Pof8 was untagged (Fig. 6a). The snRNA snR101 was not precipitated by Pof8 and thus served as specificity control. Whereas no activity was observed in control samples, FLAG-Pof8 immunoprecipitates displayed robust telomerase activity (Fig. 6b). To assess more quantitatively what fraction of telomerase is Pof8-associated, we generated strains containing Lsm4-cMyc in combination with FLAG-tagged or untagged Pof8. Cell-free extracts from these strains were subjected to a first round of immunoprecipitation using anti-FLAG antibody. The supernatant was then incubated with anti-cMyc to precipitate Lsm4-associated TER1. The four immunoprecipitates were then assayed for telomerase activity. As expected, no telomerase activity was precipitated in the FLAG IP from extract containing untagged Pof8 (Fig. 6c, lanes 2–4). Subsequent IP of Lsm4-cMyc from the supernatant of the first-round IP recovered robust activity (lanes 6–8). In contrast, when Pof8-associated telomerase was first precipitated (lanes 10–12), only 1% of activity was recovered in a subsequent Lsm4 IP (lanes 14–16). Based on these results, nearly 100% of active telomerase are associated with Pof8, making this protein a bona fide component of the active holoenzyme.

**Fig. 6:**
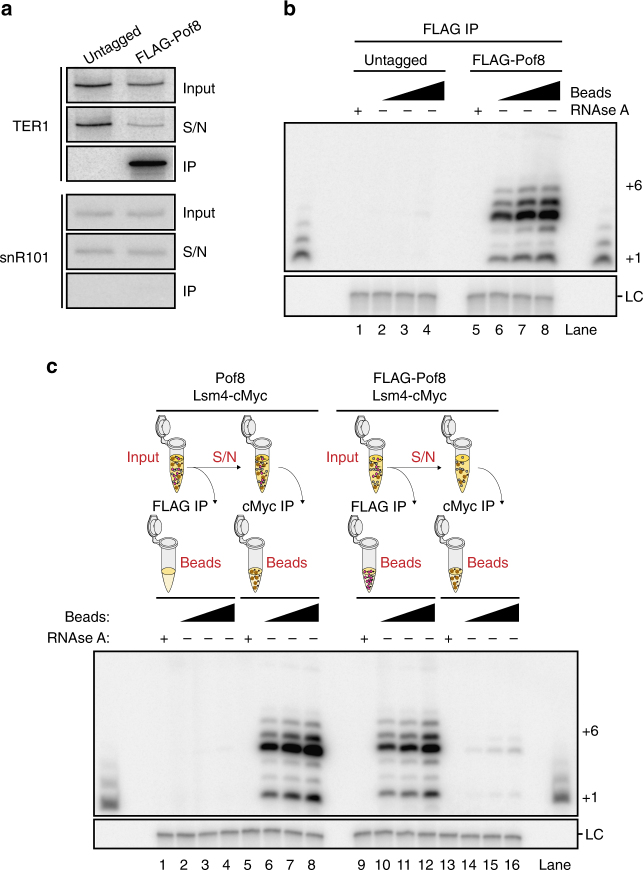
Pof8 is a constitutive member of telomerase holoenzyme. **a** Northern blot analysis of TER1 from α-FLAG immunoprecipitation (IP) from Pof8 and FLAG-Pof8 strains. Input and supernatant (S/N) represent 10% of the IP samples. snR101 was used as a negative control. The uncropped blots are presented in Supplementary Fig. 3d. **b** Telomerase activity assay from FLAG IP samples of FLAG-Pof8 and untagged Pof8 strains in an Lsm4-cMyc background. RNAse A was added to beads before performing telomerase assays in control samples. A ladder of extension products generated by terminal transferase was run on both edges of the gel; the bands corresponding to +1 and +6 nucleotide addition products are indicated on the right. A ^32^P-labeled 100-mer oligonucleotide was used as LC. **c** Telomerase assay of samples generated by sequential IPs with FLAG and cMyc antibodies. A schematic of the experiment is shown above the blot: first, extracts were exposed to α-FLAG antibody-bound beads, the supernatant (S/N) from the α-FLAG IP was then exposed to α-cMyc antibody-bound beads followed by a telomerase assay for all groups of IP samples. The uncropped blot is presented in Supplementary Fig. 3d

### Pof8 is not a general loading factor for Lsm2-8

Considering the homology with La-related proteins and the stable association with telomerase, we wondered whether other RNAs were also affected by deletion of *pof8*. 

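The RNA-Seq data analyzed here are 6 stranded libraries, 3 from pof8+ cells and 3 from pof8Δ cells. The authors deposited read counts per gene and library for 40 of the 44 RNAs that they marked in the Lsm8 immunoprecipitation, together with their own log2 fold changes, likelihood ratios and p-values. Counts of all other genes, pof8 itself among them, are not analyzed here, so the strains behind the labels were not checked on the deleted gene. Counts were normalized to library totals and TMM factors that were worked back from the authors' deposited table, and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 40 RNAs. The log2 fold changes therefore follow those of the authors' deposited table by construction, whereas the standard errors and adjusted p-values were estimated from the 40 RNAs. An RNA was called at an absolute log2 fold change above 1 and an adjusted p-value below 0.05.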

Using ribo-depleted RNA from otherwise isogenic *pof8*^*+*^ and *pof8Δ* strains, we performed expression analysis in triplicate. Five protein-encoding transcripts and 13 non-coding RNAs including TER1 were found to be expressed at more than two-fold lower levels in *pof8Δ* cells (Supplementary Table 3a). 

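TER1 (ter1, chromosome I) was present at 235 ± 44.3 CPM in pof8+ cells and at 58.8 ± 4.54 CPM in pof8Δ cells (mean ± SD, n = 3 libraries each). Its log2 fold change was -2.00 (standard error 0.153, adjusted p = 0.000129 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which leaves 25.0% of the pof8+ level. Every pof8Δ library held fewer TER1 CPM than every pof8+ library. The estimate moved most when pof8+ replicate 3 was left out, to -2.14. With the replicate number as a block, the log2 fold change was -1.99. Same-numbered libraries did not deviate together from their group means, with a mean correlation across RNAs of -0.0478. Of the 40 RNAs tested, TER1 was the 1 called lower and 0 were called higher. At an unadjusted p-value below 0.05, 6 RNAs were lower and 1 was higher. The libraries of the 2 groups did not overlap for 8 RNAs that were lower and 3 that were higher, where chance gives 10% of RNAs.

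**Figure D1:**
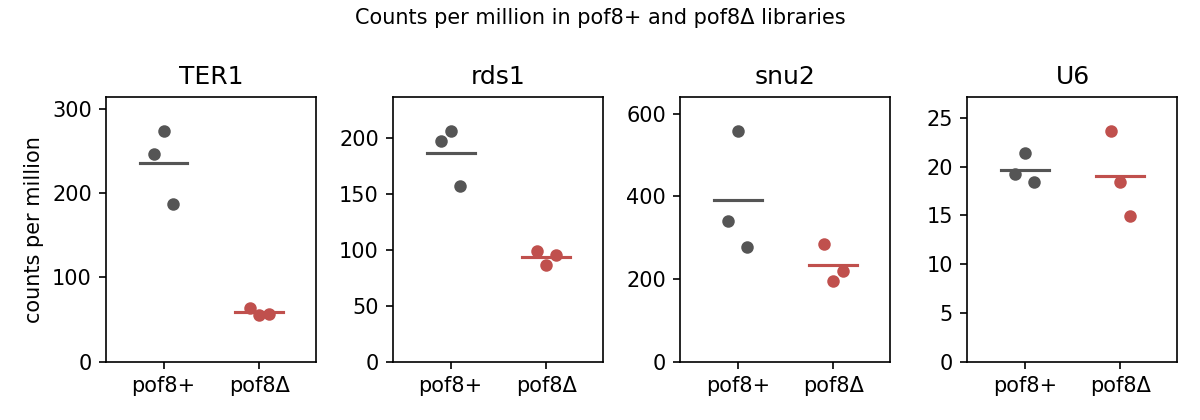
CPM of TER1, rds1, snu2 and U6 in the pof8+ and pof8Δ libraries. Each point is 1 library and each line is the mean of 3 libraries; the TER1 libraries of pof8Δ lie between 55.5 and 64.0 CPM.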

An even smaller number of transcripts was found to be upregulated by greater than two-fold (Supplementary Table 3b). Among the seven upregulated protein-encoding genes was tlh2, a locus located in subtelomeric DNA and previously found to be upregulated in cells with critically short telomeres^24^.

Although U6 snRNA associates with the Lsm2-8 complex like TER1, the U6 expression level was unaffected by the presence or absence of Pof8. Furthermore, immunoprecipitates from FLAG-Pof8 extracts contained barely more U6 than control IPs from extracts with untagged Pof8 (Fig. 7a). This argues against Pof8 being a general loading factor for Lsm2-8 and a component of the U6 snRNP. 

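U6 (snu6, SPSNRNA.06, chromosome I) was measured at 19.7 ± 1.56 CPM in pof8+ and 19.0 ± 4.38 CPM in pof8Δ libraries (mean ± SD, n = 3 each). The log2 fold change was -0.054 (standard error 0.168, adjusted p = 0.819 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a 95% interval from -0.52 to 0.41. The difference was smaller than the spread between replicates, and the smallest adjusted p-value among the 13 fits was 0.284. The gene length behind the authors' values of U6 was 102 bp, about the length of a read. How much U6 the libraries captured was not tested, so its CPM compares the groups only as captured. With DESeq2's size factors over the listed RNAs, the log2 fold change of U6 was 0.053. These factors moved all RNAs together, with the median log2 fold change of the 40 RNAs going from -0.095 to 0.024, and U6 lay above that median under both scalings. They are computed from the listed RNAs, which centres these around no change. The sign of U6 under them is therefore relative to the listed RNAs.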

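Counts for snu2 (SPSNRNA.02) and snu4 (SPSNRNA.04) were available in the same 6 libraries. The log2 fold change of snu2 was -0.74 (standard error 0.271, adjusted p = 0.163 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its pof8+ libraries ranged from 277 to 558 CPM. For snu4 the log2 fold change was -0.37 (standard error 0.259, adjusted p = 0.500 from the same test). With 1 library left out, the value for snu4 ranged from -0.60 to -0.19. Only the fit without pof8+ replicate 3, at -0.60, gave snu4 an adjusted p-value below 0.05 (0.0340, same test). For snu2, 3 of the 13 fits gave an adjusted p-value below 0.05, DESeq2 with the same scaling among them (0.0255). The authors' likelihood ratio test over all genes gave snu2 an adjusted p-value of 0.00794. Without pof8+ replicate 2, the log2 fold change of snu2 was -0.40. From the level of U6 in pof8Δ cells and the small amount of U6 in FLAG-Pof8 immunoprecipitates, the paper argues against Pof8 acting as a general loading factor for Lsm2-8 or as a part of the U6 snRNP.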

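RNA that coprecipitated with Lsm8-cMyc and RNA from a control immunoprecipitation were each sequenced as 1 library of 40 bp unstranded reads, so the comparison has no replicate check. It compares the 2 libraries, not the conditions. The authors deposited, for each gene, the count in the Lsm8 IP divided by the median count of that library, and the ratio of this signal to the control IP. Whole read counts were worked back from both columns. Strand was ignored in the counting, so genes that overlap can share reads. Each library was scaled here by its median count over genes with at least 1 read, 108 reads in the Lsm8 IP and 43 in the control IP. An RNA was called enriched where its normalized count in the Lsm8 IP exceeded that of the control IP by 10 or more and the ratio was above 2. Intervals are exact Clopper-Pearson intervals at 95% and cover counting error only.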

To further assess the specificity of Pof8 for loading the Lsm complex onto RNAs, we asked how many other RNAs that are associated with Lsm8 are affected in abundance by deletion of *pof8*. We chose Lsm8 for this experiment as it is the only Lsm family member unique to the Lsm2-8 complex, all others being shared by the cytoplasmic Lsm1-7 complex. Immunoprecipitation of Lsm8-cMyc enriched 35 RNAs by greater than two-fold, including U6 (30-fold enrichment) and TER1 (159-fold enrichment) (Supplementary Table 4). 

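With the medians over genes with at least 1 read, 34 RNAs were enriched in the Lsm8 IP, of which 17 were protein-coding and 17 non-coding. All 34 are among the RNAs of Supplementary Table 4. TER1 was represented by 51276 reads in the Lsm8 IP and 124 in the control IP, a ratio of 165 (95% interval 138.1 to 198.0). For U6 the ratio was 31.4 (30.9 to 32.0), from 1131410 reads against 14329. The U4 snRNA snu4 had a ratio of 482 (464 to 500), snu2 of 19.4 (17.6 to 21.3) and snu5 of 12.8 (11.5 to 14.4), while snu1 was depleted, with a ratio of 0.355 (0.333 to 0.377). Together, snu4 and U6 took 70.0% of the reads of the Lsm8 IP and 1.83% of those of the control IP. The highest ratios, 946 (663 to 1402) and 811 (583 to 1165), belonged to the 2 non-coding RNAs that head Supplementary Table 4. Their genes overlap, and the unstranded reads cannot be assigned to one of them. Among the other RNAs with high ratios were the non-coding RNA that follows TER1 in Supplementary Table 4, at 147 (99.5 to 227), snR36, at 117 (70.6 to 209), psd1, at 35.8 (27.0 to 48.5), SPBTRNAGLY.09, at 28.6, and cox15-antisense-1, at 26.9. Of these, snR36 and psd1 overlap each other and cox15-antisense-1 overlaps cox16, so that their ratios are uncertain in the same way, and the 34 RNAs come from 27 separate loci. The ratios of TER1 and U6 moved most when each library was scaled by its total count, to 59.0 and 11.3, and the number of enriched RNAs moved most without a minimum difference, to 948.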

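Of the 34 RNAs enriched in the Lsm8 IP, 30 had counts in the pof8Δ experiment, and the 4 without counts were not analyzed here. Of these 30, TER1 was the 1 RNA that was also called lower in pof8Δ cells. The remaining 29 RNAs had a median log2 fold change of -0.086, ranging from -0.99 to 0.33, and 23 of them were below 0. The median of all 40 RNAs, most of them among the enriched RNAs, was -0.095 under the same scaling. With DESeq2's size factors over the listed RNAs, chosen for this median after seeing the data, the median of the 29 was 0.034 and 12 of them were below 0. Chosen in the same way, TMM factors over the listed RNAs gave a median of 0.040. Both sets of factors are computed from the listed RNAs, most of them these 29, which centres these around no change. Such factors therefore cannot test a shift that these RNAs share. The library totals alone gave a median of -0.059, with 22 of the 29 below 0. The lowest of the 29 was rds1 (SPAC343.12), with 187 ± 26.2 CPM in pof8+ and 93.7 ± 6.80 in pof8Δ libraries (mean ± SD, n = 3 each). Its log2 fold change of -0.99 (standard error 0.123, adjusted p = 0.00161 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) lay just inside the threshold, and it was named after its value was seen. rds1 overlaps SPAC343.20, and its ratio in the Lsm8 IP of 2.61 (95% interval 2.31 to 2.96) cannot be separated from reads of that gene. With a threshold of -0.5 and an adjusted p-value below 0.05, rds1 and TER1 were both counted, so that 2 RNAs were enriched and lower. From the overlay, the paper concludes that TER1 alone among the transcripts bound by Lsm8 is reduced without Pof8 (Fig. 7b).

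**Figure D2:**
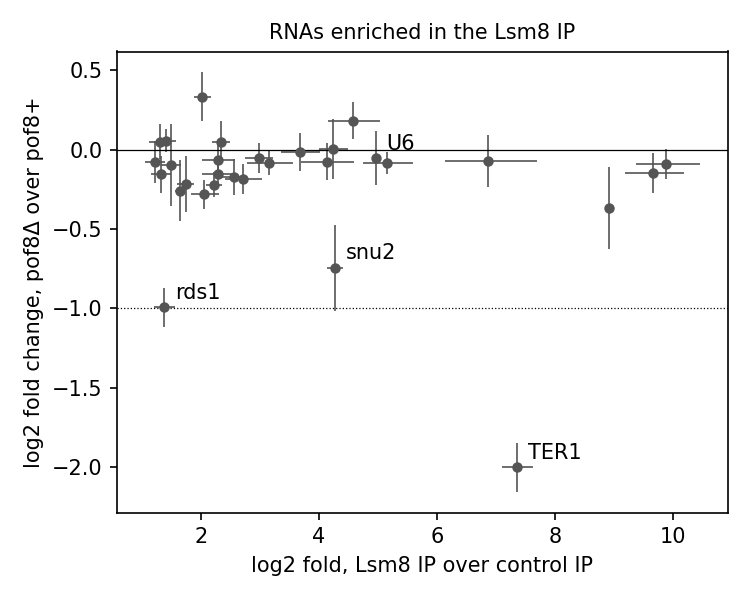
Log2 ratio of the Lsm8 IP over the control IP (x axis, bars are 95% intervals of counting error) against log2 fold change in pof8Δ over pof8+ (y axis, bars are standard errors) for the 30 enriched RNAs with counts. The dotted line marks a log2 fold change of -1; TER1 lies below it at -2.00 and rds1 just above it.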

Overlaying the differential expression data for *pof8* with the Lsm8 IP revealed TER1 as the only transcript that is bound by Lsm8 and reduced in *pof8Δ* cells (Fig. 7b).

**Fig. 7:**
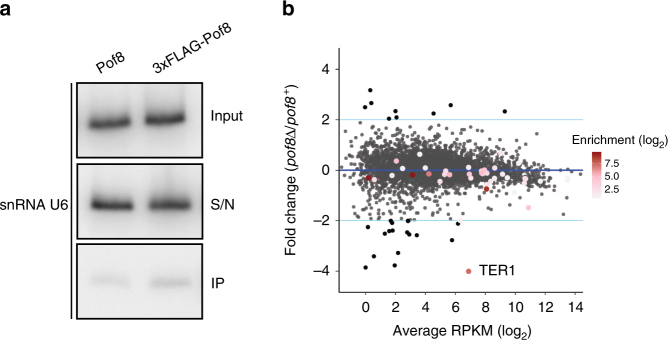
Pof8 is not a general loading factor for Lsm2-8. **a** Northern blot for U6 snRNA from input (10%), supernatant (S/N, 10%), and immunoprecipitates (IP, 100%) with anti-FLAG from extracts of cells expressing untagged or FLAG epitope-tagged Pof8. **b** Scatter plot relating changes in gene expression upon deletion of *pof8* to enrichment of RNAs in Lsm8 immunoprecipitate. Gene expression in log_2_ average RPKM is plotted on the *x*-axis and the log_2_ fold change between *pof8Δ* and wildtype on the *y*-axis. Differentially expressed genes with an absolute log_2_ fold change of ≥1 and an adjusted *p*-value < 0.05 are colored black. Genes that are enriched in the Lsm8 IP are colored by log_2_ (Lsm8 IP/Control IP) as indicated by the color gradient in the legend

## Discussion

In summary, our results demonstrate that Pof8 is a previously unrecognized member of the LARP family that shares structural and functional similarity with telomerase subunits from ciliated protozoa, namely p43 and p65. Pof8 binds to telomerase RNA and promotes the loading of the Lsm2-8 complex, which in turn promotes the loading of the catalytic subunit Trt1. Pof8 is associated with nearly all telomerase activity, establishing the protein as a bona fide protein component of functional telomerase in fission yeast.

The identification of La-related proteins in association with highly purified telomerase from *Euplotes* and *Tetrahymena* was initially seen as unsurprising due to the nature of these RNAs as pol III transcripts. La protein associates rapidly and in most cases transiently with nascent pol III transcripts, and guides the RNAs through various processing steps^25^. Interestingly though, subsequent studies revealed that p43 and p65 are telomerase-specific proteins, suggesting functions distinct from those provided by the canonical La proteins^15,17^. A series of elegant biochemical^15,26^, structural^27,28^, and single-molecule^29^ experiments have since demonstrated that p65 binding to telomerase RNA induces structural changes in the RNA that are instrumental for the hierarchical assembly of functional telomerase in *Tetrahymena*.

Much less is known about the assembly pathways for telomerases from other organisms, but recent findings have revealed more differences than commonalities. Budding yeast TLC1 is stably associated with Sm proteins^9^, whereas fission yeast TER1 undergoes the Sm to Lsm switch^8^. While divergent yeast telomerase RNAs share features with snRNAs, vertebrate TRs belong to the family of H/ACA box snoRNAs^30^ and scaRNAs^31^, and associate with a different set of proteins to mediate 3′ end processing and stability^32–35^. The characterization of several telomerase components that lack clear functional orthologs in other eukaryotes supports the view that telomerases evolve far more rapidly than other well-characterized RNPs, and that the presence of a reverse transcriptase and a highly divergent non-coding RNA may be the only common denominators. Along these lines, it was recently shown that Pop1, 6, and 7, previously characterized as binding the P3 domains of RNaseP and MRP, are also constitutive components of telomerase in budding yeast and are critical for holoenzyme integrity in this organism^36,37^. Whether this remarkable feature of a conserved functional module being shared between three highly divergent ancient RNPs is conserved in other species remains to be seen. It appears that telomerase RNA easily acquires functional sequence modules, such as the P3 or H/ACA domains, and that active telomerase can be produced via diverse pathways.

The identification of a La-related protein as a constitutive telomerase subunit in fission yeast presents a different perspective. This is the first telomerase subunit since the cloning of the catalytic subunits in the late 1990’s that is structurally and functionally conserved between organisms as distant as ciliates and yeasts. Despite a nearly 10-fold difference in size between ciliate and yeast TRs, a La-related protein has now been found to function in telomerase biogenesis in a seemingly conserved manner. Notably, two human La family members, LARP3 and LARP7, have also been implicated in telomere maintenance. LARP7 has been reported to affect alternative splicing of Tert^38^, whereas LARP3 was found to associate with telomerase RNA^39^. Whether either of these proteins functions in a similar manner to p65 and Pof8 to promote telomerase assembly and activity remains to be tested. Studies of p65 were instrumental in establishing the paradigm of hierarchical assembly of functional telomerase aided by RNA chaperones^40^. In *S. pombe*, Sm proteins assemble on the precursor of TER1, promote spliceosomal cleavage, and recruit Tgs1, which hypermethylates the mono-methyl guanosine cap. Through the present analysis, a picture of an ordered sequence of events emerges: Pof8 must bind to TER1 either before or immediately after spliceosomal cleavage, possibly triggering the departure of Sm proteins. Pof8 binding is then a prerequisite for Lsm2-8 loading onto the 3′ end of TER1. This may involve the recruitment of additional factors and/or a Pof8-induced conformational change in the RNA that creates a high-affinity Lsm-binding site. Pof8 remains associated with the active holoenzyme even after Lsm2-8, and subsequently Trt1, bind to TER1. The requirement for Pof8 for the Lsm–TER1 association and the formation of a Pof8–Lsm–Trt1–TER1 complex now suggests that hierarchical assembly is a conserved path for telomerase biogenesis that may also have a place in telomerase assembly in metazoans.

## Methods

### Strains and constructs

*S. pombe* strains used in this study are listed in Supplementary Table 1. The *pof8* deletion was generated by replacing the complete open reading frame with the kanamycin resistance cassette using standard laboratory techniques^41,42^. Knockout fragments contained ~750 base pair (bp) upstream and downstream homology, and were generated by fusion PCR using primers listed in Supplementary Table 2. Cells were grown to late log phase and transformed by lithium acetate method. Transformants were selected on YEA plates plus geneticin disulfate (100 µg ml^−1^). Epitope tags were introduced following the same strategy. Other strains were generated by crossing and selection of correct genotypes. The 3xFLAG tag was introduced at the N-terminus of Pof8 by fusion PCR in the context of a genomic fragment encompassing sequence from position −386 to +1769 and cloned into pDBlet plasmid^43^. All strains were verified by PCR or western blotting. Plasmids were introduced into *S. pombe* cells by electroporation.

### Telomere length analysis and fusion assay

DNA preparation and telomere length analysis were performed based on ref. ^44^. Cells from 20 ml cultures (~1 × 10^9^ cells per ml) were incubated with 2 ml of Z buffer (50 mM sodium citrate, 50 mM sodium phosphate dibasic, and 40 mM EDTA pH 7.8) plus 0.5 mg ml^−1^ Zymolase T100 (US Biological) and 2 mM dithiothreitol (DTT) for 1 h at 37 °C. Sodium dodecyl sulfate (SDS) was then added to a final concentration of 2% (w/v) and incubated for 10 min at 65 °C. Then 5× TE (50 mM Tris-HCl pH 8.0, 5 mM EDTA) was added to a final volume of 10 ml and proteinase K (Sigma-Aldrich, P2308) to a final concentration of 50 μg ml^−1^. After incubation for 1 h at 50 °C, the samples were precipitated with 3 ml of 5 M potassium acetate for 30 min on ice. The precipitates were removed with two rounds of centrifugation at 3200 × *g* for 10 min at 4 °C. The supernatant was collected and mixed with 1 volume of 100% isopropanol for 1 h on ice followed by centrifugation at 10,500 × *g* for 10 min at 4 °C. Genomic DNA was resuspended in 5× TE with 50 μg ml^−1^ RNAse A. Resuspended DNA was then incubated for 1 h at 37 °C followed by two rounds of extraction with phenol:chloroform:isoamyl alcohol (25:24:1, equilibrated with 5× TE) and one round of chloroform:isoamyl alcohol (24:1, equilibrated with 5× TE). DNA was ethanol precipitated and resuspended in 1× TE. DNA concentrations were determined on a Qubit 3.0 instrument using the dsDNA BR Assay Kit (Life Technologies, Q32853) and 750 ng of each sample was digested with *Eco*RI for 12 h and then loaded onto a 1% agarose gel. The digested DNA was electrophoresed in 0.5× TBE (44.5 mM Tris-borate, 1 mM EDTA at pH 8.3) at 120 V for 6 h. Gels were stained with 1 μg ml^−1^ ethidium bromide and visualized with Typhoon 8600 scanner to confirm digestion of loaded DNA. Gels were then incubated in 0.25 M hydrochloric acid for 10 min followed by 0.5 M sodium hydroxide and 1.5 M sodium chloride buffer for 30 min and 0.5 M Tris-HCl (pH 7.5) and 1.5 M sodium chloride for 30 min at room temperature. DNA was transferred to Amersham Hybond-N+ membrane (GE Healthcare Life Sciences) via capillary blotting. Transferred DNA was crosslinked to the membrane in a Stratalinker using a 254-nm UV light at 120 mJ cm^−2^. A probe specific for telomeric sequences was generated by PCR from pTELO using T3 (5′-ATTAACCCTCACTAAAGGGA-3′) and T7 (5′-TAATACGACTCACTATAGGG-3′) oligos. A probe specific for the *rad16* gene was generated by PCR from wild-type genomic DNA using primers XWP9 (5′-ATGGTATTTTTTCGCCATTTACTCG-3′) and XWP10 (5′-TAGGCGGATCGTGAAGTTAA-3′). Both probes were labeled by random hexamer labeling with High Prime (Roche, 11585592001) and [α-^32^P]-dCTP. Hybridizations were carried out with 10 million counts per minute of probe in Church–Gilbert buffer^45^ at 65 °C. Blots were exposed to PhosphorImager screens and visualized with a Typhoon 8600 scanner.

To amplify chromosome end fusions, PCR reactions (25 µl) contained 1× ThermoPol buffer (NEB), 200 µM dNTPs, 0.5 µM of Bloli1256 (GGGTTGCAAAGTATGATTGTGGTAA), and Bloli1353 (TGTTGAATGTCAGAACCAACTGTTGCAT) to amplify fusion junctions, 0.1 µM of Bloli3400 (GCAAAGAAGTTTCCTGGAATAGC) and Bloli3405 (GATGTAATAAAGGGTCGGCAC) to amplify part of the *trt1* gene as loading control, 1.25U Taq polymerase (NEB, M0273) and 1 ng of genomic DNA. Reactions were incubated at 95 °C for 30 s, followed by 32 cycles of 95 °C for 15 s, 55 °C for 30 s, and 68 °C for 3 min with a final extension at 68 °C for 10 min.

### Native protein extract and immunoprecipitation

Cultures (2 l) were grown to a density of 0.5–1 × 10^7^ cells per ml and harvested by centrifugation for the preparation of cell-free extract^3,44^. Cells were washed three times with ice-cold TMG(300) buffer (10 mM Tris-HCl pH 8.0, 1 mM magnesium chloride, 10% (v/v) glycerol, 300 mM sodium acetate), and resuspended in two packed cell volumes of TMG(300) plus complete EDTA-free protease inhibitor cocktail (Roche), 0.5 mM PMSF, 1 mM EDTA, and 0.1 mM DTT and quick-frozen by dripping the cells suspension in small droplets into liquid nitrogen. Cells were lysed in a 6850 Freezer mill (SPEX SamplePrep) using eight cycles (2 min) at a rate of 10 per second with 2 min cooling time between cycles. Lysates were thawed on ice and one additional packed cell volume of TMG(300) plus supplements was added. Lysates were then cleared by centrifugation twice for 10 min at 6000 × *g* in a Beckman JA-17 rotor and then once for 45 min in a Beckman 70Ti rotor at 36,000 × *g*. All steps were carried out at 4 °C. Protein concentration was determined by Bradford assay and ranged between 6 and 11 mg ml^−1^.

For RNA IPs, extracts (5.5 mg) were diluted to 5 mg ml^−1^ with TMG(300) buffer plus supplements. An aliquot (100 µl) was frozen as input control. Heparin was added to 1 mg ml^−1^ and Tween-20 to 0.1% (v/v). Magnetic dynabeads protein G (30 mg ml^−1^; Invitrogen) was coated with anti-c-Myc 9E10 or anti-FLAG M2 (10 µg per 50 µl of bead suspension; Sigma-Aldrich, M4439 and F3165) by incubation for 30 min at room temperature in 200 µl of 1× PBS + 0.1% (v/v) Tween-20. Beads were washed three times with 1 ml of TMG(300). Immunoprecipitation was performed with 60 μl (Pof8) and 120 μl (Sm/Lsm) of bead suspension for 4 h at 4 °C with gentle rotation. Beads were collected using a magnet and an aliquot (100 µl) of supernatant was removed and frozen for further analysis. The beads were then washed five times with 1 ml TMG(300) plus supplements and 0.1% (v/v) Tween-20, once with TMG(200) (as TMG(300) except sodium acetate was at 200 mM) plus supplements and 0.1% (v/v) Tween-20 and once with TMG(50) plus supplements. Finally, beads were resuspended in 120 μl TMG(50) plus supplements and 0.4 U μl^−1^ RNAsin (Promega) and frozen in liquid nitrogen.

### RNA preparation

For total RNA extraction, cells (500 ml) were grown to a density of 5 × 10^6^ cells per ml and collected by centrifugation, washed twice with ddH_2_O (500 ml), resuspended in 3 ml ddH_2_O and quick-frozen by dripping the cells suspension in small droplets into liquid nitrogen. Cells were lysed in 6850 Freezer mill (SPEX SamplePrep) using seven cycles (2 min) at a rate of 10 per second with 2 min cooling time between cycles. The lysed cells were transferred into 50 ml tubes containing 10 ml phenol:chloroform:isoamyl alcohol (25:24:1, equilibrated with 50 mM sodium acetate, pH 5.2) and 10 ml 50 mM sodium acetate and 1% (w/v) SDS preheated to 65 °C. RNA was extracted four times with 10 ml phenol:chloroform:isoamyl alcohol (25:24:1, equilibrated with 50 mM sodium acetate, pH 5.2) and once with chloroform:isoamyl alcohol (24:1, equilibrated with 50 mM sodium acetate, pH 5.2). Total RNA was ethanol precipitated and resuspended in ddH_2_O.

In the context of immunoprecipitation experiments, RNA was isolated from input, supernatant, and beads by incubation with proteinase K (2 μg μl^−1^ in 0.5% (w/v) SDS, 10 mM EDTA pH 8.3, 20 mM Tris-HCl pH 7.5) at 50 °C for 15 min, followed by extraction with phenol:chloroform:isoamyl alcohol and chloroform:isoamyl alcohol. RNA was ethanol precipitated for 4 h at −20 °C and resuspended in ddH_2_O. RNA used for RT-PCR was further DNase treated using the RNeasy Mini Kit (Qiagen) following the manufacturer’s instructions.

### Northern blot analysis

Where indicated, RNaseH cleavage was carried out on 15 μg of DNAse-treated total RNA isolated from *S. pombe*. RNA was combined with 600 pmol of BLoli1043 (5′-AGGCAGAAGACTCACGTACACTGAC-3′) and BLoli1275 (5′-CGGAAACGGAATTCAGCATGT-3′) targeting exon 1 and exon 2, respectively. The mixture was heated to 65 °C in a thermocycler for 5 min and then allowed to slowly cool down at room temperature for 10 min. About 1× RNaseH buffer (NEB) and 5U RNaseH enzyme (NEB, M0297) were added to the mixture and incubated for 30 min at 37 °C. RNaseH-treated samples were ethanol precipitated for 4 h at −20 °C and centrifuged at 2000 × *g* for 20 min at 4 °C. RNA was then resuspended in 1× formamide loading buffer and separated on a 4% (v/v) polyacrylamide (29:1) gel containing 8 M urea and transferred to Biodyne nylon membrane (Pall Corporation) at 400 mA for 1 h in 0.5× TBE buffer. RNA was crosslinked to the membrane using 254-nm UV light at 120 mJ cm^−2^ in Stratalinker (Stratagene). Hybridization with radiolabeled probes (10 million counts per minute) were performed in Church–Gilbert buffer^45^ at 60 °C for TER1 probe (nucleotides 536–998, labeled with High Prime (Roche) and [α-^32^P]-dCTP), and at 42 °C for small nucleolar RNA snRN101 and U6 snRNA (oligonucleotide BLoli1136 (5′-CGCTATTGTATGGGGCCTTTAGATTCTTA-3′) and BLoli4628 (5′-TCTGTATCGTTTCAATTTGACCAAAGTGAT-3′), respectively, labeled with T4 polynucleotide kinase (NEB, M0201) in the presence of [γ-^32^P]-ATP). Blots were exposed to PhosphorImager screens and analyzed with a Typhoon 8600 scanner. The uncropped blots of this work are shown in Supplementary Fig. 3.

### Western blot analysis

Western blot analysis was performed with native protein extracts, prepared as described above, diluted to 6 µg µl^−1^ and mixed with equal volume of 2× protein sample buffer (2× NuPAGE LDS buffer (Life Technologies), 100 mM DTT, 4% (w/v) SDS). Samples were then incubated for 10 min at 75 °C and 10 μl (30 μg) of samples was loaded onto a 4–12% NuPAGE Bis-Tris gel (Life Technologies, NP0321BOX). Electrophoresis was done in 1× MOPS buffer (Life technologies, NP0001) at 160 V for 60 min. Proteins were transferred to Protran nitrocellulose membranes (Whatman) in western transfer buffer (3.03 g l^−1^ Tris base, 14.4 g l^−1^ glycine, 20% (v/v) methanol) at 100 V for 1 h. Blots were blocked and washed with iBind Flex Western Device (Life Technologies, SLF20002). Lsm and Sm blots were probed with mouse monoclonal anti-c-Myc 9E10 (Sigma-Aldrich, M4439) at 1:5000 dilution and horse-radish peroxidase-conjugated goat anti-mouse IgG (H+L) at 1:5000 (Thermo Scientific, 31430). Trt1 blot was probed with rabbit polyclonal anti-cMyc A14 (Santa Cruz Biotechnologies, sc-789) at 1:400 dilution and horse-radish peroxidase-conjugated goat anti-rabbit IgG (H+L) at 1:4000 (Thermo Scientific, 31460). Blots were reprobed with mouse anti-α-tubulin (Sigma-Aldrich, T5168).

### RT-PCR

DNAse-treated RNA samples were used for RT-PCR reaction as describe^8^. Primers for RT reaction were BLoli1275 (5′-CGGAAACGGAATTCAGCATGT-3′) for precursor and spliced form; PBoli918 (5′-ACAACGGACGAGCTACACTC-3′) for first exon; and BLoli2051 (5′-GACCTTAGCCAGTCCACAGTTA-3′) for U1 as loading control. RNA samples (2.5 μg) were combined with oligos (10 pmol) and dNTP mix (10 nmol) in 13 μl, and samples were heated to 65 °C for 5 min. After cooling, the volume was increased to 20 μl by the addition of 40 U of RNasin (Promega), 5 mM DTT, 1× first-strand buffer, and 200 U of Superscript III reverse transcriptase (Invitrogen). Samples were incubated at 55 °C for 60 min. RNaseH (5 U, NEB, M0297S) was added followed by incubation at 37 °C for 20 min. Aliquots (2 μl) of the RT reactions were used for PCR amplification with Taq polymerase (NEB, M0273) under the following conditions: 5 min at 94 °C followed by 28 cycles of 30 s at 94 °C, 30 s at 57 °C, and 60 s at 72 °C, followed by 10 min at 72 °C. Primers used were BLoli1275 and Bloli1020 (5′-CAAACAATAATGAACGTCCTG-3′) for precursor and spliced form, PBoli918 and BLoli1006 (5′-CATTTAAGTGCTTGTCAGATCACAACG-3′) for first exon, and BLoli2051 and BLoli2101 (5′-ACCTGGCATGAGTTTCTGC-3′) for U1.

### Telomerase activity assay

Telomerase was immunoprecipitated on magnetic dynabeads protein G (Invitrogen, 10003D) coated with anti-c-Myc 9E10 (Sigma-Aldrich, M4439) for Trt1 and LSm4, LSm5 or anti-FLAG M2 (Sigma-Aldrich, F3165) for Pof8 as described above. Three amounts of bead suspension (5, 10, and 20 μl) were used for the telomerase activity assay. Negative control samples were incubated in 20 μl of TMG(50) plus 20 ng of RNAse A (Invitrogen) for 10 min at 30 °C. Beads were incubated in 10 μl of 50 mM Tris-acetate at pH 8.0, 100 mM potassium acetate, 1 mM magnesium acetate, 5% (v/v) glycerol, 1 mM spermidine, 1 mM DTT, 0.2 mM dATP, dCTP, dTTP, 2 μM [α-^32^P]-dGTP (500 Ci mmol^−1^), and 5 μM of oligo PBoli871 (5′-GTTACGGTTACAGGTTACG-3′). Reactions were incubated for 90 min at 30 °C and stopped by the addition of proteinase K (2 μg μl^−1^ in 0.5% (w/v) SDS, 10 mM EDTA pH 8.3, 20 mM Tris-HCl pH 7.5) plus 1000 cpm 100-mer labeled with [γ-^32^P]-ATP as the loading control at 42 °C for 15 min. Primer extended products were extracted with phenol:chloroform:isoamyl alcohol (25:24:1, equilibrated with 5× TE) and ethanol precipitated for 4 h at −20 °C. Extracted DNA was electrophoresed in 10% (v/v) polyacrylamide (19:1) sequencing gel containing 8 M urea for 1.5 h at 80 W. Gels were dried and exposed to PhosphorImager screens, and analyzed with a Typhoon 8600 scanner.

### UV crosslinking and denaturing immunoprecipitation

A Ter1 probe corresponding to the two short arms was generated by fusing an Sp6 promoter sequence with nucleotides +1 to +97 and +955 to +1212 of TER1 and a hepatitis δ virus (HDV) ribozyme sequence to allow for production of a precisely defined 3′ end. Primers used to generate the DNA template are listed in Supplementary Table 2. The TER1 +1 to +97 fragment with Sp6 promoter sequence was amplified from pJW10^3^ with BLoli7098 (containing Sp6 promoter sequence) and BLoli7099 (containing 20 nt overlapping sequence with +955 to +1212 fragment). The TER1 +955 to +1212 fragment with HDV sequence (5′-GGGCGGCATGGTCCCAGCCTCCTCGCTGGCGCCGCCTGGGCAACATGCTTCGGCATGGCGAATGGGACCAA-3′) was PCR amplified from pTER1-i33 with primers Bloli7100 and Bloli6540. The entire probe sequence was then amplified by fusion PCR from the two fragments as template. PCR reactions (50 μl) contained 1× Phusion HF buffer (Life Technologies), 200 μM dNTPs, 0.5 μM of each primer, and 0.02 U μl^−1^ of Phusion Hot Start II DNA Polymerase (Life Technologies, F549). Reaction conditions were: 98 °C for 30 s, followed by 32 cycles of 98 °C for 10 s, 65 °C for 30 s, and 72 °C for 30 s with a final extension at 72 °C for 10 min. The PCR product was cloned using Zero Blunt PCR Cloning Kit (Life Technologies, K270020) following manufacturer’s instructions to give rise to plasmid pDP2 which was sequence verified. The template for in vitro transcription was generated by PCR amplification from plasmid pDP2 with primers BLoli7098 and BLoli6540 using the PCR conditions listed above.

The in vitro transcription reactions contained 1× transcription buffer (Promega), 0.5 mM each of ATP, CTP, GTP, 0.1 mM UTP, 0.66 μM [α-^32^P]-UTP (3000 Ci mmol^−1^), 1 μg DNA template, 40 U RNasin (Promega, N2111), and 1.9 U SP6 RNA polymerase (Promega, P1085) in a 10 μl volume. Reactions were incubated at 37 °C for 3 h (time optimized to maximize the amount HDV ribozyme cleaved product), and 2 U of DNAse I (NEB, M0303) was added, followed by incubation for 30 min at 37 °C. Reactions were stopped by the addition of formamide loading dye. The full-length HDV-cleaved TER1 probe product was gel purified on 5% (v/v) polyacrylamide gels containing 8 M urea for 2 h at 15 W. The transcribed and processed RNA is predicted to fold into the same structure as in the context of the full-length RNA using mFOLD default parameters (http://unafold.rna.albany.edu/?q=mfold).

To capture proteins that directly interact with TER1, the RNA probe (2.0 nM) was incubated on ice for 30 min with native protein extracts from strains containing cMyc-tagged Lsm4, FLAG-tagged Pof8, and no tag, respectively. Reactions (100 μl) contained 1.5% (w/v) PEG8000 (NEB), 60 mM potassium phosphate pH 7.0, 1 mM spermidine, 2 mM MgCl_2_, 0.4 U of RNAsin (Promega, N2111), and 40 μl of 8 μg μl^−1^ native protein extract. After incubation, 50 μl of the reaction was aliquoted into two 25 μl droplets onto parafilm stretched over an aluminum block that was precooled at 4 °C and irradiated in a Stratalinker (Stratagene) using 254 nm UV light at 0.8 J cm^−2^. After crosslinking, 1% (w/v) of SDS, 1% (v/v) of Triton X-100, and 100 mM DTT were added to the crosslink and no crosslink reactions, and then heated in boiling water for 2 min. Denatured samples were diluted 10-fold with TMG(300) buffer and immunoprecipitated with magnetic dynabeads protein G (Invitrogen) coated with anti-c-Myc 9E10 or anti-FLAG M2 (Sigma-Aldrich, M4439 and F3165) antibody as described in native protein extract and immunoprecipitation section. After the immunoprecipitation, beads were washed four times with 1 ml TMG(300) and once with 1 ml TMG(50), and treated with proteinase K (2 μg μl^−1^ in 0.5% (w/v) SDS, 10 mM EDTA pH 8.3, 20 mM Tris-HCl pH 7.5) at 42 °C for 15 min. The supernatant was extracted with phenol:chloroform:isoamyl alcohol (25:24:1, equilibrated with 50 mM sodium acetate, pH 5.2) and ethanol precipitated for 4 h at −20 °C. RNA was resolved on a 5% (v/v) polyacrylamide containing 8 M urea for 2 h at 15 W. Gels were dried onto Whatman 3MM Chr blotting paper (GE Healthcare Life Sciences) and exposed to a PhosphorImager screen for analysis with a Typhoon 8600 scanner.

### RNA-Seq and RIP-Seq

Ribo-depleted stranded RNA-Seq libraries were constructed for three Pof8 samples and isogenic controls using the TruSeq SBS Kit v4-HS kit (Illumina). The libraries were pooled and sequenced on an Illumina HiSeq 2500 for 100-bp single-end reads on two lanes. Read counts per library ranged from 56 million to 84 million. Reads were aligned to the *S. pombe* ASM294v2 genome from ensembl using the STAR aligner^46^ (v.2.5.2b) with the following parameters: -outFilterType BySJout --alignSJDBoverhangMin 5 --alignSJoverhangMin 10 --alignIntronMin 20 --alignIntronMax 2500 --twopassMode Basic. 

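Library totals were worked back from the authors' deposited average RPKM values, for which 8 RNAs were solved and all 40 RNAs then returned whole gene lengths. The totals were 50165908, 60098565 and 49448968 reads for pof8+ replicates 1 to 3, and 63725246, 62672693 and 72951191 reads for pof8Δ replicates 1 to 3. The median was 50165908 reads in pof8+ and 63725246 in pof8Δ libraries. The lowest count of any of the 40 RNAs in a library was 98 reads.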

Between 49 and 72 million reads per library passed filtering. A counts table for unambiguous uniquely mapped reads was generated using a custom R script. Coordinates for *snu4* (II: 467,488–467,615)^47^ and *snu5* (II: 3,236,356–3,237,312) (GenBank: X16573.1) were manually curated based on alignment of the published sequences to the genome. 

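The interval of snu4 spans 128 bp, and the average RPKM of snu4 in the authors' deposited table corresponds to a gene length of 128 bp. The interval of snu5 spans 957 bp. RNA-Seq counts of snu5 are not analyzed here.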

Differential gene expression analysis was performed with EdgeR^48^ (v.3.14.0) using the likelihood ratio test with the Benjamini–Hochberg false discovery rate correction. Genes with fewer than one count per million in three or more libraries were filtered prior to differential expression analysis. Genes with absolute log_2_ fold change >1 with an adjusted *p*-value < 0.05 were considered differentially expressed.

RNA libraries from Lsm8 and control immunoprecipitations were prepared following instructions for Solexa messenger RNA sequencing and each sample was sequenced on a single lane of the Illumina GAIIx sequencer producing 40 bp single-end unstranded reads. The fastq files were aligned to the *S. pombe* reference genome ASM294v2 using the STAR aligner (v 2.5.2b) with the following parameters: --outFilterType BySJout --outFilterMultimapNmax 20 --alignSJoverhangMin 8 --alignSJDBoverhangMin 1 --alignIntronMin 20 --alignIntronMax 1000 --outSAMtype BAM SortedByCoordinate --twopassMode Basic. The corresponding reference annotation gtf file was manually curated for *snu4* using coordinates II:467,488–467,615. A counts table for unambiguous uniquely mapped reads was generated using a custom R script. 

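The deposited values of the Lsm8 IP, multiplied by 96, were whole numbers for every gene and summed to 6604836 reads. For the control IP, the quotient of the 2 deposited columns multiplied by 37 was whole for the 6323 genes with reads in both libraries and summed to 942080 reads. Another 98 genes had reads in the control IP only, and their counts were not assigned. In the Lsm8 IP only, 157 genes had reads, and 436 genes had none in either library.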

There were 942,516 read counts for the control IP and 6,604,836 reads for the Lsm8 IP sample. The read counts for each gene were normalized to the median read counts per library. Genes were called enriched if the normalized counts in the IP sample exceeded the corresponding counts in the control by 10 or more and the normalized read count ratio was >2.

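Whether genes without reads enter the median decides 1 call. With the median over all listed genes, 96 and 37 reads, 35 RNAs were enriched, and these were the 35 RNAs of Supplementary Table 4. With genes without reads left out, mrps16 fell below the minimum, with a difference of 9.21 normalized counts. In the authors' deposited table, 44 RNAs are marked, and the same 44 had a ratio above 1.5 and a difference of at least 10.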

### Data availability

Original data underlying this manuscript can be accessed from the Stowers Original Data Repository at http://www.stowers.org/research/publications/LIBPB-1190. Gene expression data and immunoprecipitation data have been deposited in NCBI’s Gene Expression Omnibus (GEO) database under accession number GSE104672.

## Electronic supplementary material

Supplementary Information

Peer Review File

# Supplementary material for: Pof8 is a La-related protein and a constitutive component of telomerase in fission yeast
**Source:** Nat Commun. 2018 Feb 8;9:587. doi: 10.1038/s41467-017-02284-8
**Supplement:** Supplementary file 1 — Supplementary Information

The Supplementary Information file initially published online was corrupted and was replaced on 21/02/18.

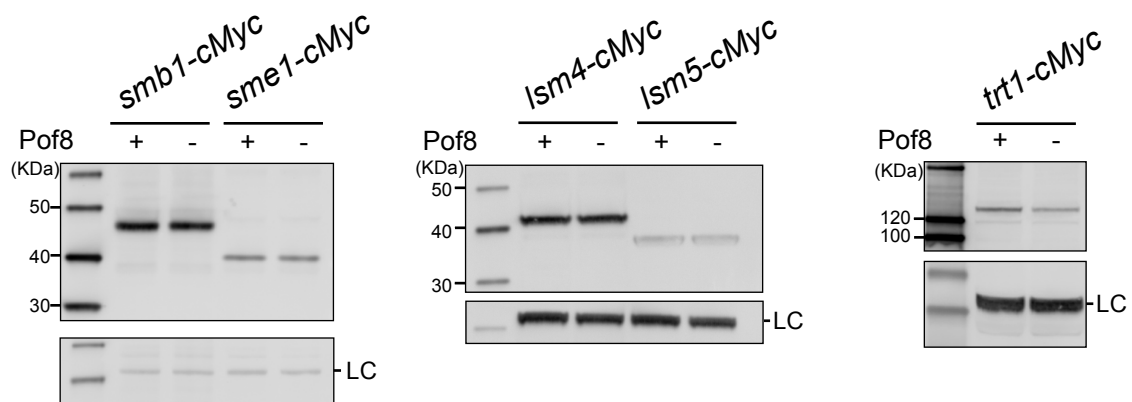

**Supplementary Figure 1: Effect of *pof8* deletion on protein levels of Sm, Lsm and Trt1.** Cell-free extracts from strains with c-Myc epitope tags on the indicated proteins were subjected to Western analysis. For Lsm4, Lsm5 and Trt1, an antibody against  $\alpha$ -tubulin was used as loading control; for Sm proteins, a non-specific band recognized by  $\alpha$ -cMyc was used as a loading control.

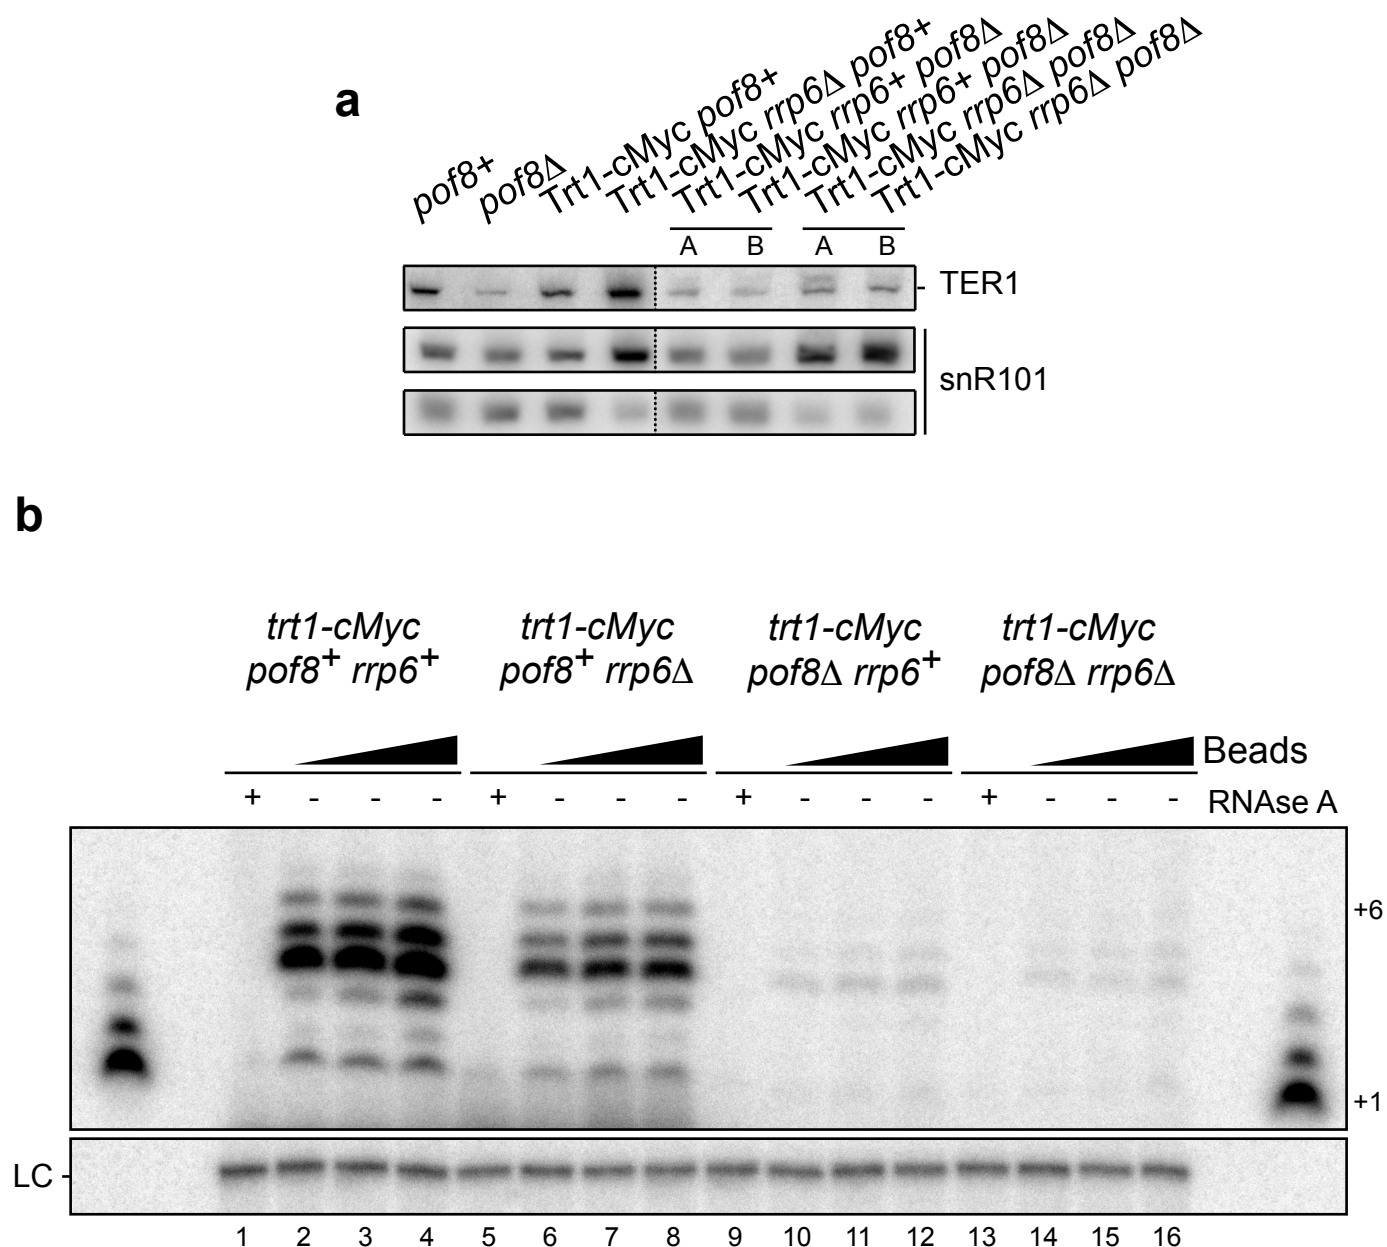

**Supplementary Figure 2: Compromising TER1 degradation does not rescue *pof8 $\Delta$*  effect on telomerase activity.** (a) Northern for TER1 on total RNA samples from strains of the indicated genotypes. Both bands corresponding to snRNA101 are shown revealing a role for Rrp6 in the processing of the longer form. (b) Telomerase activity assay from *pof8 $\Delta$*  and *rrp6 $\Delta$*  strains.

**a****Figure 2a**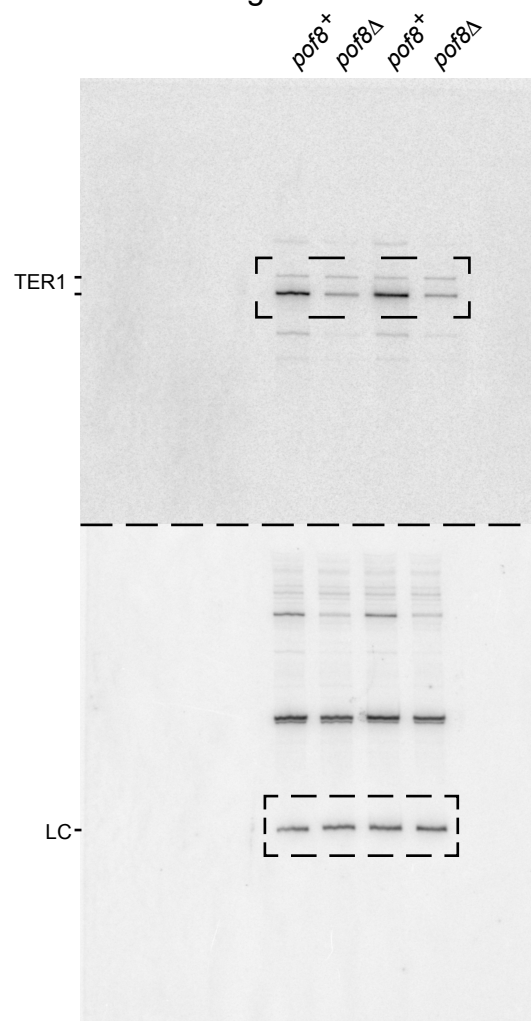**Figure 2e**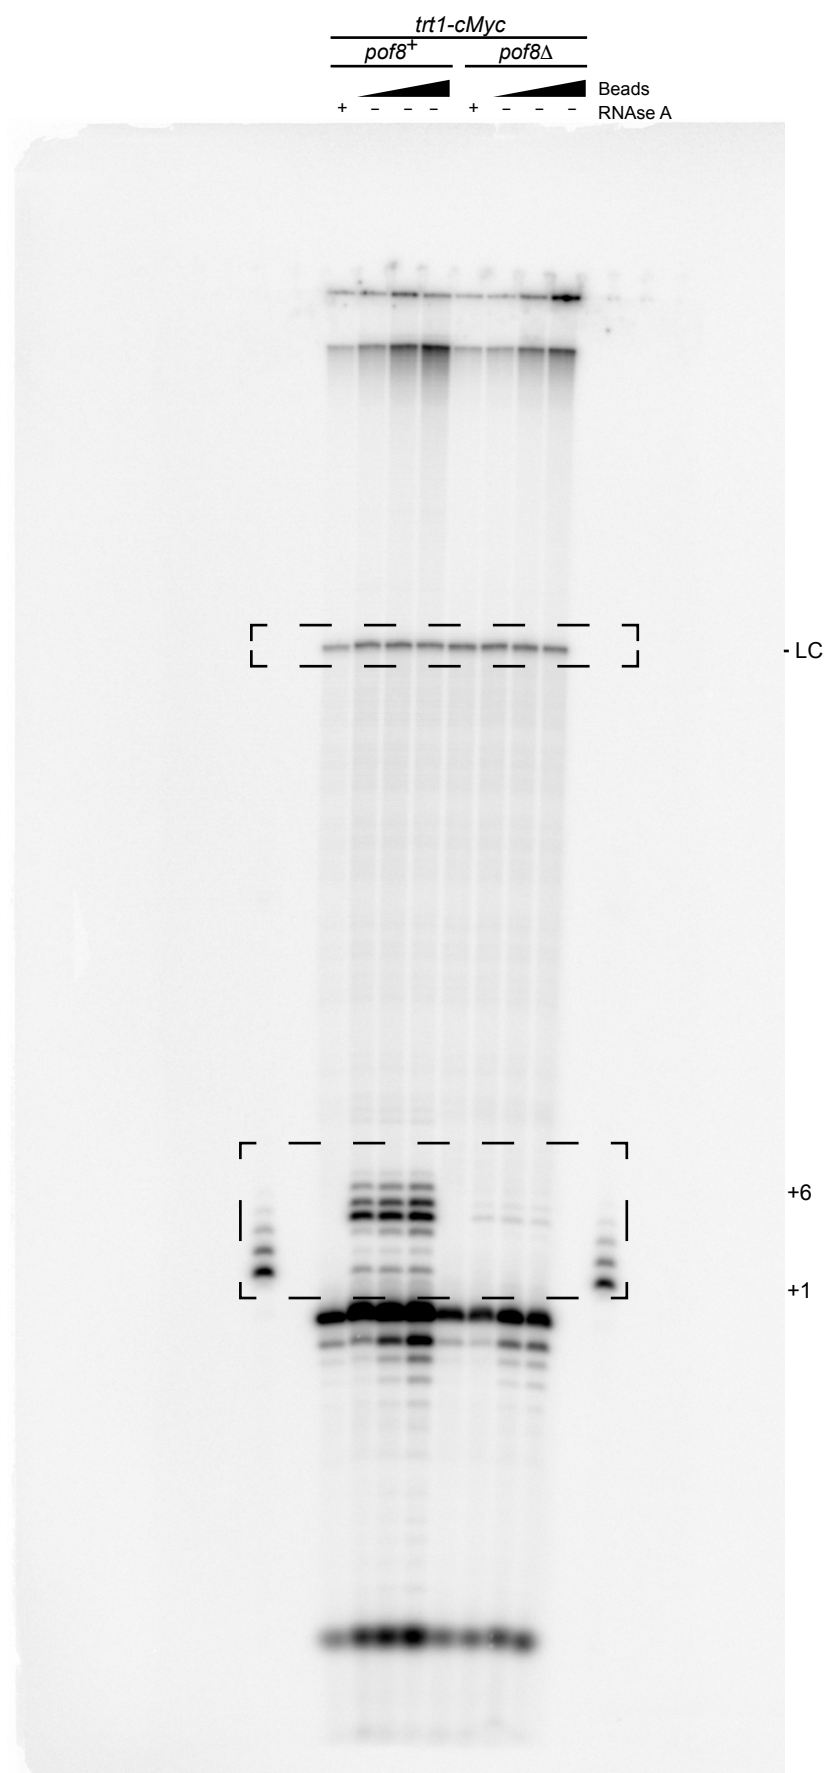**Figure 2c**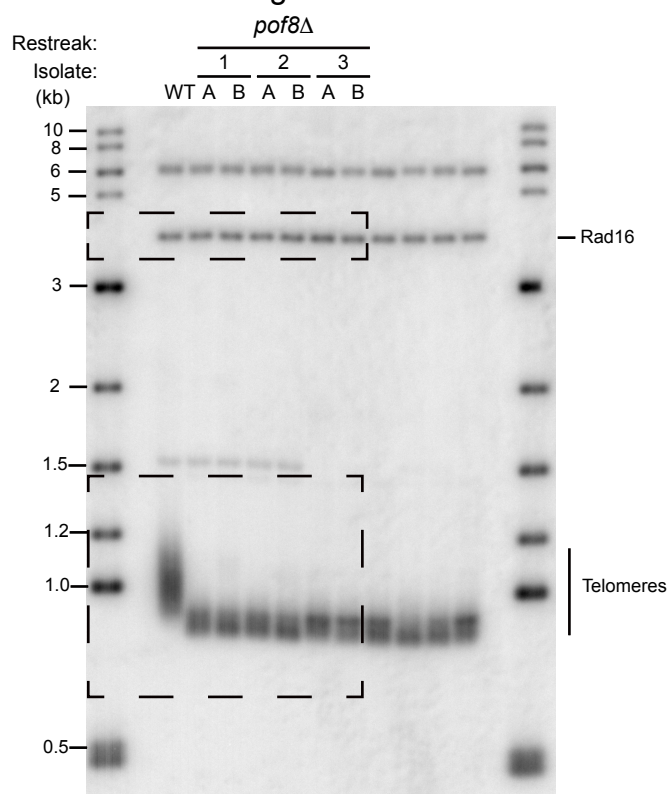

**b**

Figure 3a

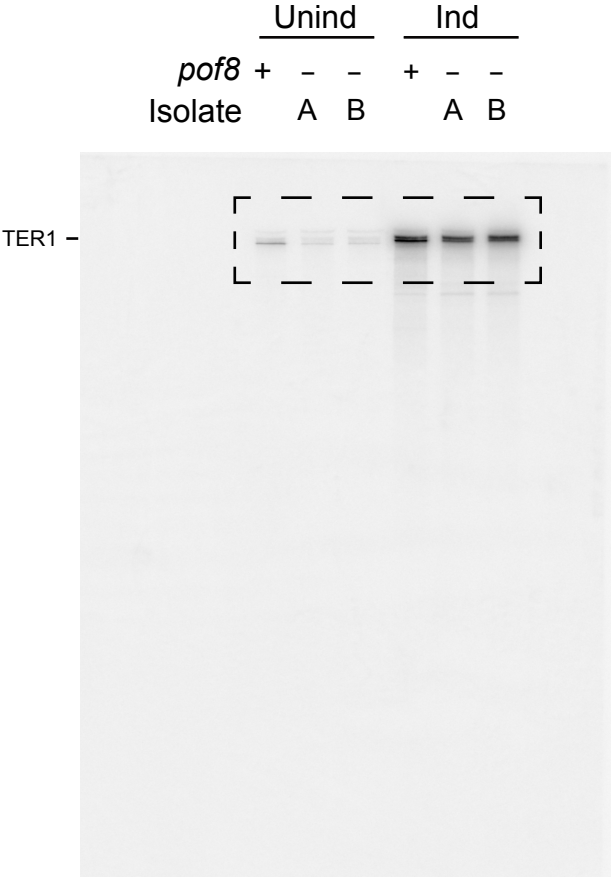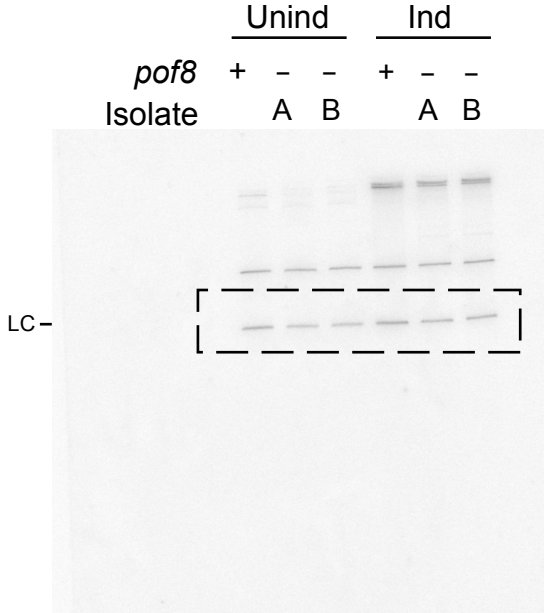

Figure 3b

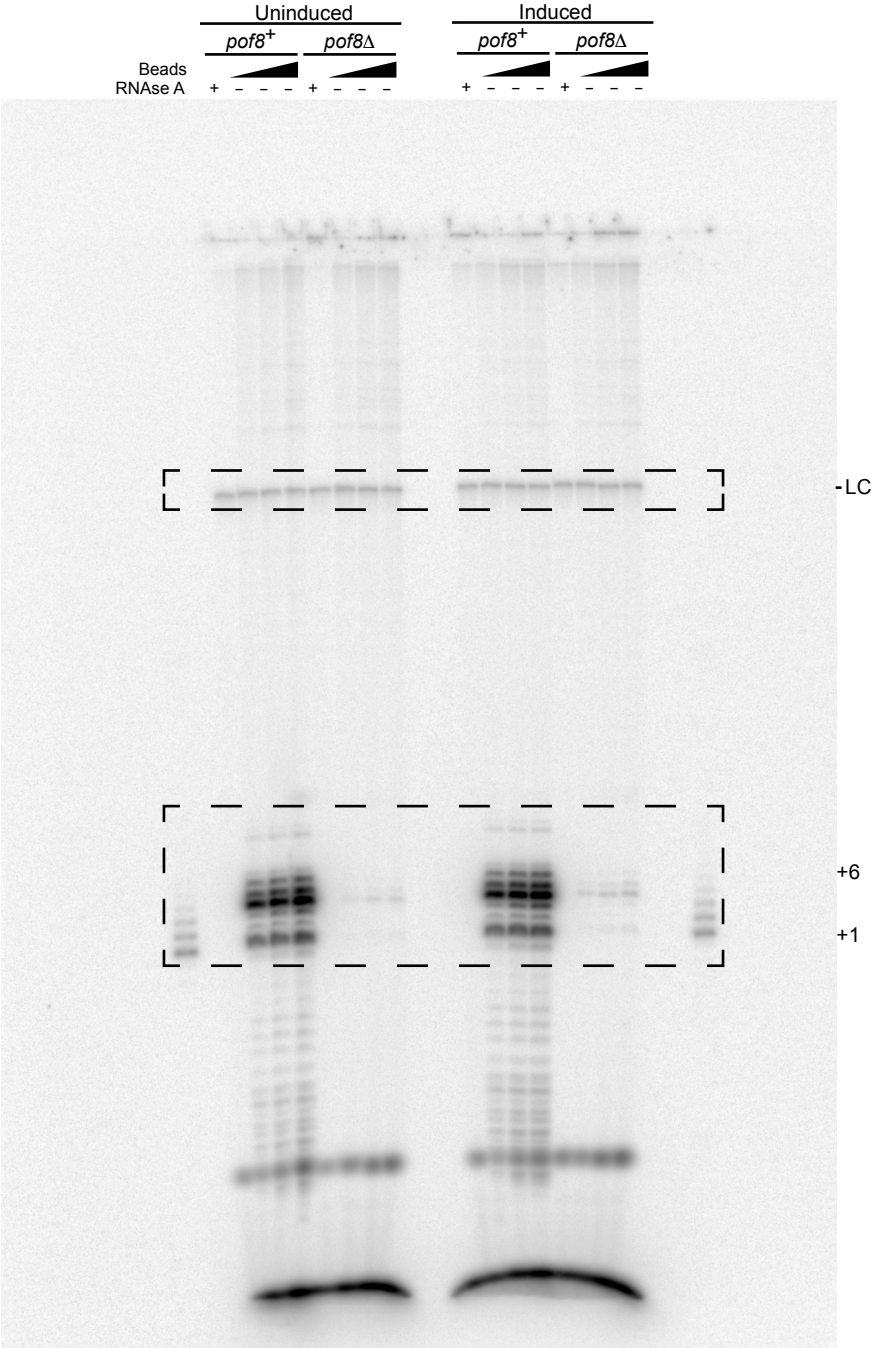

C

Figure 4a

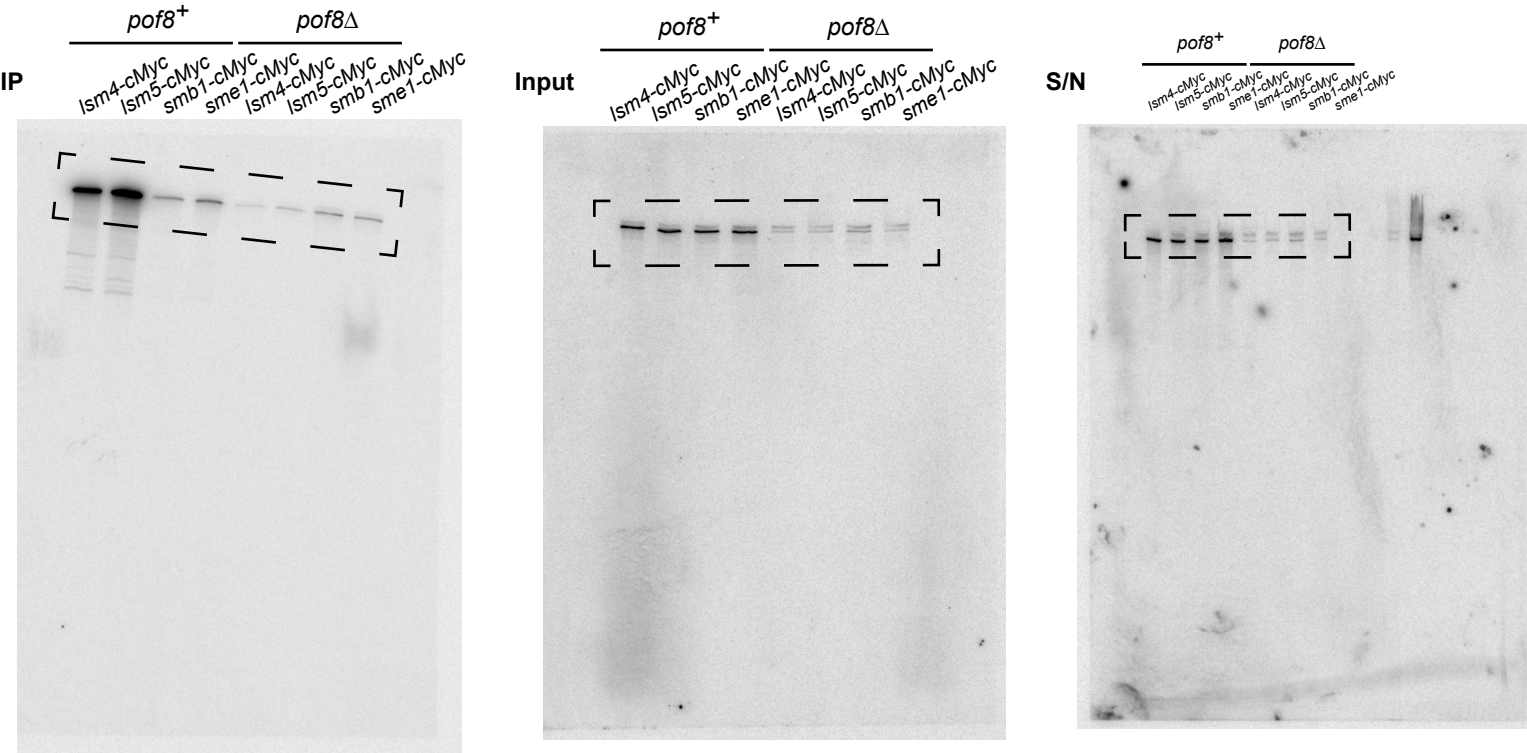

Figure 4b

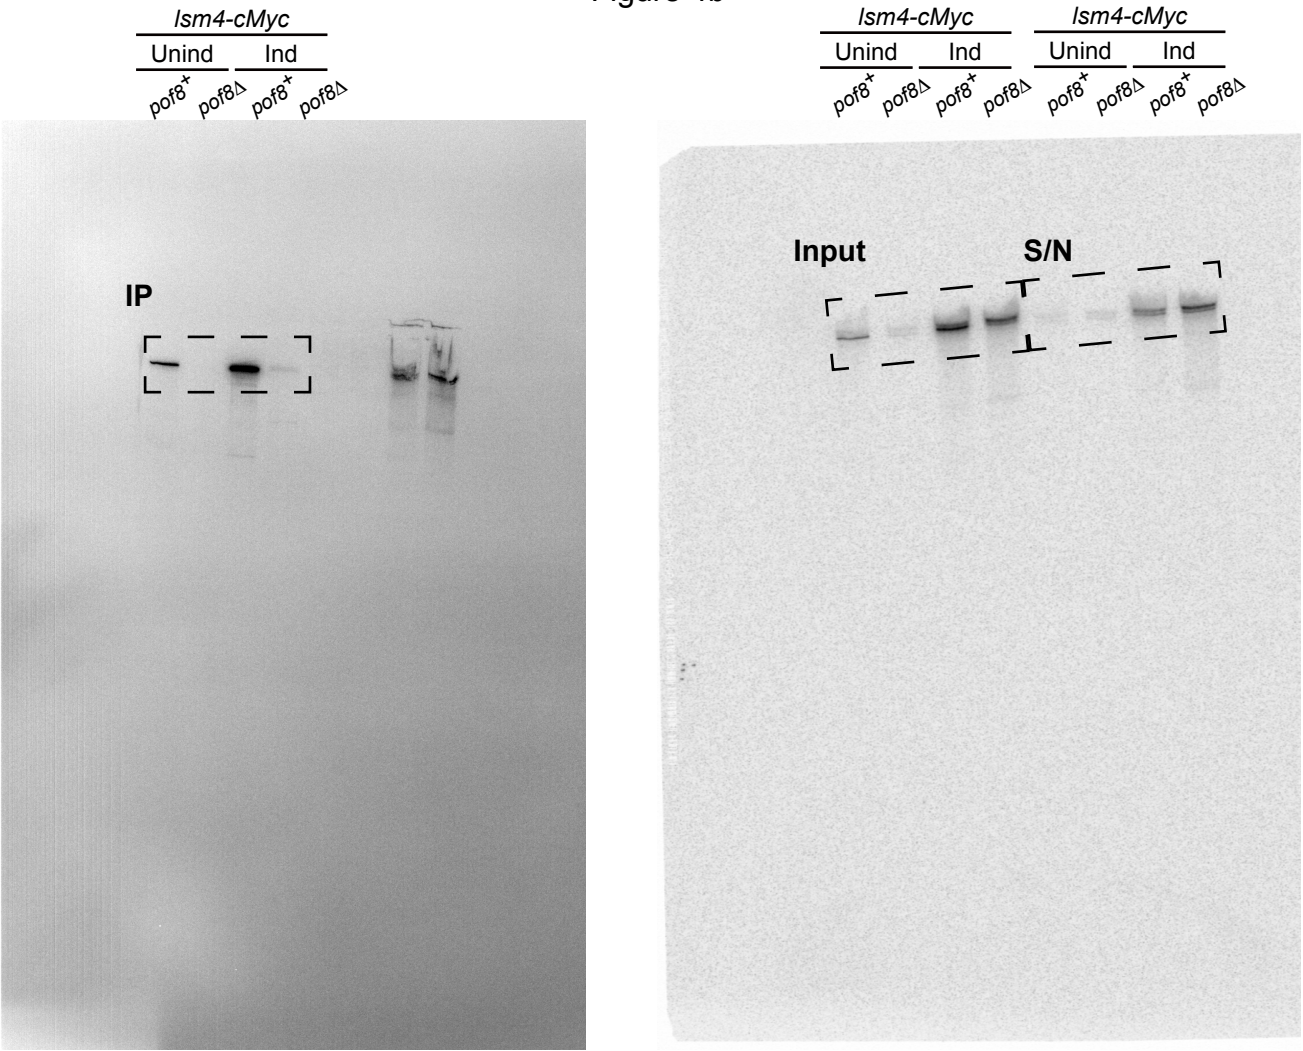

d

Figure 6a

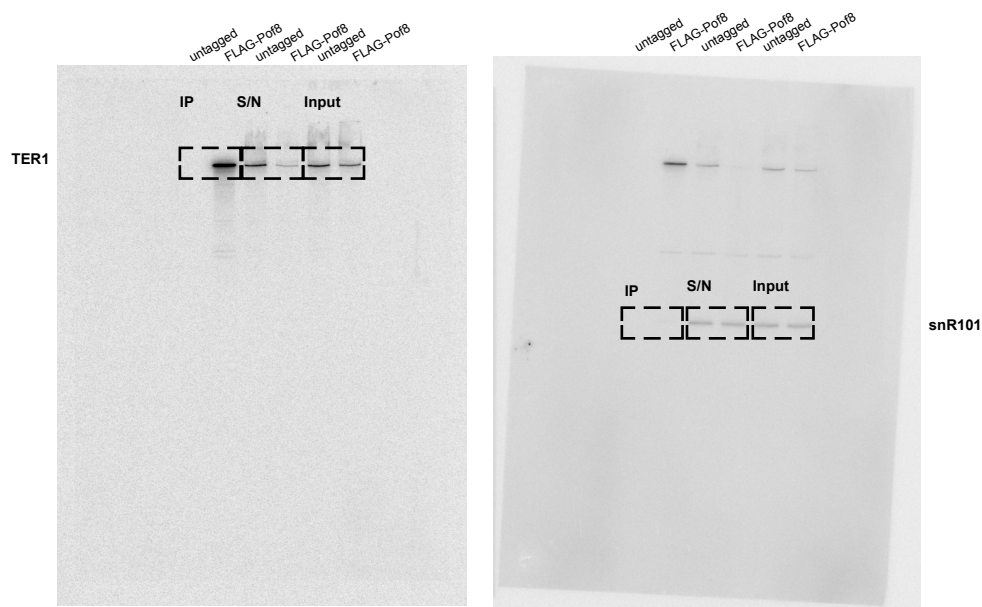

Figure 6c

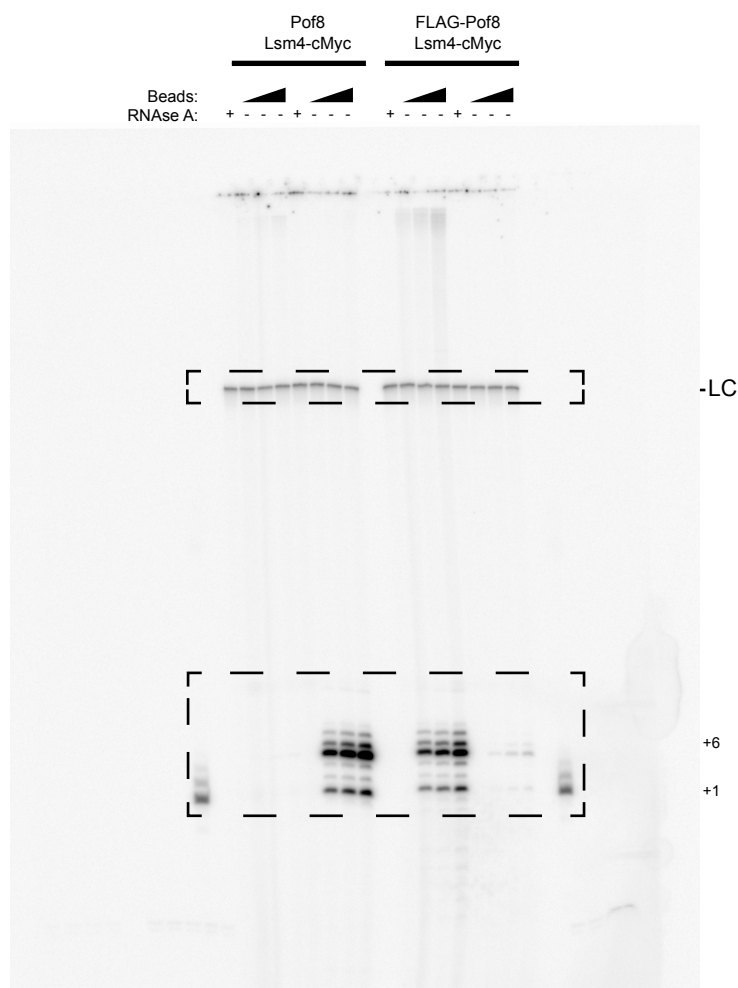

**Supplementary Figure 3: Complete scans of blots presented in main figures as indicated.**  
**(a)** Uncropped blots from Figure 2a, c, e. **(b)** Uncropped blots from Figure 3a and b. **(c)** Uncropped blots from Figure 4a and b. **(d)** Uncropped blots from Figure 6a and c.

**Supplementary Table 1: *S. pombe* strains used in this study**

| Strain name | Genotype                                                                                                                      | Source                 | Figure                      |
|-------------|-------------------------------------------------------------------------------------------------------------------------------|------------------------|-----------------------------|
| PP138       | <i>h<sup>-</sup> ade6-M216 leu1-32 ura4-D18 his3-D1</i>                                                                       | Lab stock              | 2a, 2b, 2c, 2d, 5c, 7b, S2a |
| PP298       | <i>h<sup>-</sup> ade6-M210 leu1-32 ura4-D18 his3-D1 trt1::trt1-Cmyc<sub>9</sub></i>                                           | Supp. Ref <sup>1</sup> | 2e, S1, S2a, S2b            |
| PP407       | <i>h<sup>+/-</sup> ade6-M210/ade6-M216 leu1-32/ leu1-32 ura4-D18/ ura4-D18 his3-D1/ his3-D1 ter1<sup>+</sup>/ter1::kanMX6</i> | Supp. Ref <sup>2</sup> | 2d                          |
| PP577       | <i>h<sup>-</sup> ade6-M216 leu1-32 ura4-D18 his3-D1 lsm4::lsm4-myc<sub>13</sub>-natMX6</i>                                    | Ref <sup>6</sup>       | 2f, 4a, 5b, S1              |
| PP578       | <i>h<sup>-</sup> ade6-M216 leu1-32 ura4-D18 his3-D1 lsm5::lsm5-myc<sub>13</sub>-natMX6</i>                                    | Ref <sup>6</sup>       | 2f, 4a, S1                  |
| PP580       | <i>h<sup>-</sup> ade6-M216 leu1-32 ura4-D18 his3-D1 smb1::smb1-myc<sub>13</sub>-natMX6</i>                                    | Ref <sup>6</sup>       | 4a, S1                      |
| PP582       | <i>h<sup>-</sup> ade6-M216 leu1-32 ura4-D18 his3-D1 sme1::sme1-myc<sub>13</sub>-natMX6</i>                                    | Ref <sup>6</sup>       | 4a, S1                      |
| PP585       | <i>h<sup>-</sup> ade6-M216 leu1-32 ura4-D18 his3-D1 lsm8::lsm8-myc<sub>13</sub>-natMX6</i>                                    | Ref <sup>6</sup>       | 7b                          |
| PP769       | <i>h<sup>2</sup> ade6-M? leu1-32 ura4? his3? trt1::trt1-Cmyc<sub>9</sub> rrp6::kanMX6</i>                                     | This study             | S2a, S2b                    |
| PP1721      | <i>h<sup>2</sup> ade6-M? leu1-32 ura4-D18 his3-D1 lsm4::lsm4-myc<sub>13</sub>-natMX6 aur1::[pCST159 -ter1]</i>                | This study             | 3a, 3b, 3c, 4b              |
| PP1723      | <i>h<sup>-</sup> ade6-M216 leu1-32 ura4-D18 his3-D1 pof8::kanMX6</i>                                                          | This study             | 2a, 2b, 2c, 2d, 7b, S2a     |
| PP1724      | <i>h<sup>-</sup> ade6-M216 leu1-32 ura4-D18 his3-D1 lsm4::lsm4-myc<sub>13</sub>-natMX6 pof8::kanMX6</i>                       | This study             | 2f, 4a, 5b, S1              |
| PP1725      | <i>h<sup>-</sup> ade6-M216 leu1-32 ura4-D18 his3-D1 lsm5::lsm5-myc<sub>13</sub>-natMX6 pof8::kanMX6</i>                       | This study             | 2f, 4a, S1                  |
| PP1726      | <i>h<sup>-</sup> ade6-M216 leu1-32 ura4-D18 his3-D1 smb1::smb1-myc<sub>13</sub>-natMX6 pof8::kanMX6</i>                       | This study             | 4a, S1                      |

|        |                                                                                                                              |                   |                            |
|--------|------------------------------------------------------------------------------------------------------------------------------|-------------------|----------------------------|
| PP1727 | <i>h<sup>-</sup> ade6-M216 leu1-32 ura4-D18 his3-D1 sme1::sme1-myc<sub>13</sub>-nat, pof8::kanMX6</i>                        | <i>This study</i> | 4a, S1                     |
| PP1728 | <i>h<sup>-</sup> ade6-M210 leu1-32 ura4-D18 his3-D1 trt1::trt1-Cmyc<sub>9</sub> pof8::kanMX6</i>                             | <i>This study</i> | 2e, S1, S2a, S2b           |
| PP1729 | <i>h<sup>2</sup> ade6-M210 leu1-32 ura4-D18 his3-D1 trt1::trt1-Cmyc<sub>9</sub> pof8::kanMX6 rrp6::nat</i>                   | <i>This study</i> | S2a, S2b                   |
| PP1797 | <i>h<sup>2</sup> ade6-M? leu1-32 ura4-D18 his3-D1 lsm4::lsm4-myc<sub>13</sub>-nat aur1::[pCST159-ter1] pof8::kanMX6</i>      | <i>This study</i> | 3a, 3b, 3c, 4b             |
| FP1546 | <i>h<sup>-</sup> ade6-M216 leu1-32 ura4-D18 his3-D1 lsm4::lsm4-myc<sub>13</sub>-natMX6 pof8::kanMX6 [pDBlet-Pof8]</i>        | <i>This study</i> | 5a, 5b, 6a, 6b, 6c, 7a     |
| FP1547 | <i>h<sup>-</sup> ade6-M216 leu1-32 ura4-D18 his3-D1 lsm4::lsm4-myc<sub>13</sub>-natMX6 pof8::kanMX6 [pDBlet-3xFLAG-Pof8]</i> | <i>This study</i> | 5a, 5b, 5c, 6a, 6b, 6c, 7a |

## References

1. Haering, C.H., Nakamura, T.M., Baumann, P. & Cech, T.R. Analysis of telomerase catalytic subunit mutants in vivo and in vitro in *Schizosaccharomyces pombe*. *Proc Natl Acad Sci U S A* **97**, 6367-72 (2000).
2. Box, J.A., Bunch, J.T., Tang, W. & Baumann, P. Spliceosomal cleavage generates the 3' end of telomerase RNA. *Nature* **456**, 910-4 (2008).

**Supplementary Table 2: Oligonucleotides used to generate deletion, fusion and integration constructs**

| Product description             | Primer #                | Sequence                                                                                                                                               |
|---------------------------------|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------|
| kanMX6 cassette                 | BLoli6138/<br>BLoli6139 | 5'-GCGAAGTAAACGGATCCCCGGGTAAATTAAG-3'/<br>5'-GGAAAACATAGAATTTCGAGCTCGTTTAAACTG-3'                                                                      |
| Pof8 5' UTR                     | BLoli6136/<br>BLoli6137 | 5'-TCTAAAGTTCGTCTTTTGCATAAC-3'/<br>5'-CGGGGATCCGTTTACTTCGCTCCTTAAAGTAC-3'                                                                              |
| Pof8 3' UTR                     | BLoli6140/<br>BLoli6141 | 5'-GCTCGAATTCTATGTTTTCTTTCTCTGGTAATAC-3'/<br>5'-GCTTTCTTATTTGTAGAGACAATTG-3'                                                                           |
| Pof8::kanMX6                    | BLoli6136/<br>BLoli6141 | 5'-TCTAAAGTTCGTCTTTTGCATAAC-3'/<br>5'-GCTTTCTTATTTGTAGAGACAATTG-3'                                                                                     |
| cloning of Pof8 into pDBlet     | BLoli6676/<br>BLoli6677 | 5'-AAAA GAATTC AACATGGCAACTGCGACCAA-3'/<br>5'-CGATAAGCTT CTTCCAATAGCTCGGTTTGT-3'                                                                       |
| 3xFLAG-Pof8 5' UTR in pDBlet    | BLoli6676/<br>BLoli6683 | 5'-AAAA GAATTC AACATGGCAACTGCGACCAA-3'/<br>5'-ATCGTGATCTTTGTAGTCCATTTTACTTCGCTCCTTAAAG-3'                                                              |
| 3xFLAG-Pof8 in pDBlet           | BLoli6684/<br>BLoli6677 | 5'-<br>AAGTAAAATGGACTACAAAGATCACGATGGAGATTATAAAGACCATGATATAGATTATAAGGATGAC<br>GATGACAAGTTTGTGCCAAGGCAACTG-3'/<br>5'-CGATAAGCTT CTTCCAATAGCTCGGTTTGT-3' |
| 3xFLAG-Pof8 into pDBlet         | BLoli6676/<br>BLoli6677 | 5'-AAAA GAATTC AACATGGCAACTGCGACCAA-3'/<br>5'-CGATAAGCTT CTTCCAATAGCTCGGTTTGT-3'                                                                       |
| Sp6-Ter1 5' (+1 to +97)         | BLoli7098/<br>BLoli7099 | 5'-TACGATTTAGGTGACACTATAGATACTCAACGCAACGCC-3'/<br>5'-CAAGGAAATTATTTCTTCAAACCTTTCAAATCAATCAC-3'                                                         |
| 3' arm Ter1 (+955 to +1212)-HDV | BLoli7100/<br>BLoli6540 | 5'-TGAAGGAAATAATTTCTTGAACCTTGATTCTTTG-3'/<br>5'-TTGGTCCCATTCGCCATGC-3'                                                                                 |
| Sp6-Ter1-HDV probe              | BLoli7098/<br>BLoli6540 | 5'-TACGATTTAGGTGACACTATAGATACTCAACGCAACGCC-3'/<br>5'-TTGGTCCCATTCGCCATGC-3'                                                                            |

**Supplementary Table 3: Genes affected in expression level by the deletion of *pof8***

**(a)** Genes with RNA levels decreased by more than 2-fold in the absence of Pof8 based on an EdgeR analysis of triplicate *pof8*<sup>+</sup> and *pof8*Δ RNA samples. **(b)** Genes with increased expression by more than two-fold in the same dataset as in (a).

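Supplementary Table 3a lists 19 transcripts and Supplementary Table 3b lists 9. Besides TER1, none of the 19 met the rule for enrichment in the Lsm8 IP. The deleted gene pof8, itself in the table, had 37 reads in the Lsm8 IP and 20 in the control IP. Without the minimum difference, 8 of the other 18 transcripts had a ratio above 2. For 2 of these 8, both non-coding, the lower 95% bound of the ratio was above 2 as well, at 2.21 and 2.96. These transcripts were singled out after their values were seen. In Supplementary Table 3b, 0 of 9 transcripts had a ratio above 2, and tlh2 had 7 reads in the Lsm8 IP against 3.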

**a**

| gene ID       | external gene ID        | log FC  | adj. p value | gene biotype   |
|---------------|-------------------------|---------|--------------|----------------|
| SPAC17G6.17   | pof8                    | -3.1722 | 2.27E-44     | protein_coding |
| SPNCRNA.214   | ter1                    | -2.0020 | 6.76E-54     | ncRNA          |
| SPNCRNA.1554  | SPNCRNA.1554            | -1.9279 | 1.62E-13     | ncRNA          |
| SPAC29A4.12c  | mug108                  | -1.8857 | 3.72E-17     | protein_coding |
| SPNCRNA.690   | prh1-antisense-1        | -1.7065 | 2.58E-15     | ncRNA          |
| SPNCRNA.1340  | SPNCRNA.1340            | -1.6384 | 2.00E-20     | ncRNA          |
| SPNCRNA.716   | SPAC56F8.12-antisense-1 | -1.3851 | 5.08E-41     | ncRNA          |
| SPNCRNA.742   | SPAC9.08c-antisense-1   | -1.2879 | 6.18E-16     | ncRNA          |
| SPNCRNA.322   | SPNCRNA.322             | -1.2691 | 3.72E-17     | ncRNA          |
| SPCC569.02c   | SPCC569.02c             | -1.2528 | 1.34E-08     | protein_coding |
| SPNCRNA.784   | SPNCRNA.784             | -1.2273 | 1.10E-06     | ncRNA          |
| SPNCRNA.1424  | SPNCRNA.1424            | -1.2010 | 1.37E-09     | ncRNA          |
| SPNCRNA.794   | SPNCRNA.794             | -1.1924 | 2.28E-08     | ncRNA          |
| SPBPB21E7.01c | eno102                  | -1.1252 | 2.39E-05     | protein_coding |
| SPAPB24D3.07c | SPAPB24D3.07c           | -1.0590 | 1.78E-28     | protein_coding |
| SPBPB2B2.01   | SPBPB2B2.01             | -1.0412 | 3.06E-05     | protein_coding |
| SPNCRNA.888   | end4-antisense-1        | -1.0053 | 1.41E-07     | ncRNA          |
| SPNCRNA.648   | SPNCRNA.648             | -1.0025 | 1.40E-07     | ncRNA          |
| SPNCRNA.779   | SPNCRNA.779             | -1.0016 | 5.71E-05     | ncRNA          |

**b**

| gene ID       | external gene ID | log FC | adj. p value | gene biotype   |
|---------------|------------------|--------|--------------|----------------|
| SPCC1020.09   | gnr1             | 1.5878 | 2.20E-12     | protein_coding |
| SPBCPT2R1.08c | tlh2             | 1.3332 | 5.09E-11     | protein_coding |
| SPAC27D7.11c  | SPAC27D7.11c     | 1.2919 | 1.39E-43     | protein_coding |
| SPBC839.06    | cta3             | 1.2484 | 8.90E-09     | protein_coding |
| SPRRNA.02     | 15S_rRNA         | 1.1726 | 3.69E-02     | rRNA           |
| SPBC685.07c   | rpl2701          | 1.1687 | 2.69E-20     | protein_coding |
| SPAC13G7.08c  | crb3             | 1.1250 | 1.49E-16     | protein_coding |
| SPCC162.05    | coq3             | 1.0501 | 4.39E-05     | protein_coding |
| SPRRNA.01     | 21S_rRNA         | 1.0212 | 3.19E-02     | rRNA           |

**Supplementary Table 4: Genes enriched in Lsm8-cMyc immunoprecipitation**

| gene ID       | external gene ID         | control normalized read count | Lsm8 IP normalized read count | FC     | gene_biotype   | comment                       |
|---------------|--------------------------|-------------------------------|-------------------------------|--------|----------------|-------------------------------|
| SPNCRNA.1532  | SPNCRNA.1532             | 0.8                           | 742.6                         | 915.84 | ncRNA          | annotation overlaps with 1531 |
| SPNCRNA.1531  | SPNCRNA.1531             | 0.9                           | 743.0                         | 785.41 | ncRNA          | annotation overlaps with 1532 |
| SPSNRNA.04    | snu4                     | 78.1                          | 36400.4                       | 466.19 | snRNA          |                               |
| SPNCRNA.214   | ter1                     | 3.4                           | 534.1                         | 159.38 | ncRNA          |                               |
| SPNCRNA.240   | SPNCRNA.240              | 0.7                           | 96.1                          | 142.30 | ncRNA          |                               |
| SPSNORNA.39   | snR36                    | 0.4                           | 45.8                          | 112.88 | snoRNA         |                               |
| SPBC16E9.18   | psd1                     | 1.3                           | 45.9                          | 34.68  | protein_coding |                               |
| SPSNRNA.06    | snu6                     | 387.3                         | 11785.5                       | 30.43  | snRNA          |                               |
| SPBTRNAGLY.09 | SPBTRNAGLY.09            | 0.7                           | 18.7                          | 27.70  | tRNA           |                               |
| SPNCRNA.895   | cox15-antisense-1        | 1.1                           | 27.4                          | 26.02  | ncRNA          |                               |
| SPAC1486.08   | cox16                    | 1.2                           | 28.1                          | 23.13  | protein_coding |                               |
| SPSNRNA.02    | snu2                     | 12.2                          | 227.9                         | 18.74  | snRNA          |                               |
| SPSNORNA.21   | snoU14                   | 3.8                           | 70.5                          | 18.38  | snoRNA         |                               |
| SPAC24C9.16c  | cox8                     | 1.2                           | 20.3                          | 17.05  | protein_coding |                               |
| SPNCRNA.445   | snoR61                   | 2.2                           | 26.9                          | 12.46  | snoRNA         |                               |
| SPSNRNA.05    | snu5                     | 8.7                           | 108.3                         | 12.40  | snRNA          |                               |
| SPAC10F6.17c  | SPAC10F6.17c             | 1.6                           | 13.6                          | 8.69   | protein_coding |                               |
| SPAC1B3.12c   | rpb10                    | 4.1                           | 31.2                          | 7.64   | protein_coding |                               |
| SPBC354.06    | mrps16                   | 1.8                           | 12.1                          | 6.61   | protein_coding |                               |
| SPNCRNA.905   | SPAC8E11.01c-antisense-1 | 2.5                           | 15.7                          | 6.37   | ncRNA          |                               |
| SPMIT.07      | atp6                     | 5.5                           | 31.3                          | 5.73   | protein_coding |                               |
| SPAC3H5.05c   | rps1401                  | 10.8                          | 53.0                          | 4.93   | protein_coding |                               |
| SPBC1539.06   | acb1                     | 3.2                           | 15.0                          | 4.75   | protein_coding |                               |
| SPAC10F6.16   | mug134                   | 3.2                           | 15.4                          | 4.75   | protein_coding |                               |
| SPAC3H5.04    | aar2                     | 11.8                          | 53.3                          | 4.52   | protein_coding |                               |
| SPAC4F10.20   | grx1                     | 4.3                           | 17.5                          | 4.04   | protein_coding |                               |
| SPAPB15E9.01c | pfl2                     | 10.7                          | 42.3                          | 3.95   | protein_coding |                               |
| SPSNORNA.40   | snR42                    | 12.6                          | 41.0                          | 3.25   | snoRNA         |                               |
| SPSNORNA.32   | sno12                    | 34.1                          | 103.4                         | 3.04   | snoRNA         |                               |
| SPNCRNA.1464  | SPNCRNA.1464             | 8.4                           | 23.0                          | 2.73   | ncRNA          |                               |
| SPAC24C9.03   | mvd1                     | 9.6                           | 24.7                          | 2.58   | protein_coding |                               |
| SPAC343.12    | rds1                     | 7.9                           | 20.1                          | 2.53   | protein_coding |                               |
| SPAC1635.01   | SPAC1635.01              | 8.8                           | 21.4                          | 2.43   | protein_coding |                               |
| SPAC343.20    | SPAC343.20               | 8.0                           | 19.2                          | 2.40   | protein_coding |                               |
| SPBC8D2.04    | hht2                     | 9.3                           | 21.0                          | 2.25   | protein_coding |                               |

How the deposited data were processed for this re-analysis (not part of the article)

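Both experiments were analyzed. RNA-Seq compared 3 pof8+ libraries with 3 pof8Δ libraries, and RIP-Seq compared 1 Lsm8 IP library with 1 control IP library. Conditions were taken from the sample labels. The strain of the control IP is not named there or in the paper. Replicate numbers 1 to 3 are those of the sample labels, which give both groups the same numbers.

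For the RIP-Seq, the authors aligned reads to ASM294v2, counted unambiguous uniquely mapped reads per gene without regard to strand, and deposited a signal, the count divided by the median count of the library. They also deposited the ratio of this signal in the Lsm8 IP to that in the control IP and a mark of enriched genes. For the RNA-Seq, the authors deposited the count of reads per gene and library for 40 RNAs, without normalization. The same deposited table holds the log2 fold change and average log2 CPM of edgeR, the likelihood ratio as a score, the p-value and its Benjamini-Hochberg adjusted value over 5636 genes, and the average RPKM of the libraries. Of the 7014 genes of the RIP-Seq table, 6846 were matched to ASM294v3, which was used for gene classes and for which genes overlap. No coordinates were taken from it.

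Whole read counts of both IP libraries were worked back from the deposited signal and ratio. Their total was 6604836 reads in the Lsm8 IP. RNA-Seq library totals ranged from 49448968 to 72951191 reads and were worked back from the average RPKM. The TMM factors of the authors' fit, from 0.929236 to 1.098284, were worked back from the deposited log2 fold changes and likelihood ratios with minpack.lm 1.2.4, and all 40 log2 fold changes were returned. The scaling named beforehand was TMM, which cannot be computed genome-wide from 40 RNAs. Using the recovered factors was decided after the files were seen. The log2 fold changes are therefore not independent of the authors' values, and library totals alone and TMM factors over the 40 RNAs were added as alternatives after seeing the data, as was every RNA-Seq scaling for the median of the enriched RNAs.

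Counts were fitted with edgeR 4.0.16 (quasi-likelihood test, Benjamini-Hochberg adjustment over 40 RNAs) in R 4.3.3. Standard errors were derived from the F statistic, and intervals use 4 degrees of freedom. All 40 RNAs had at least 1 CPM in at least 3 libraries, so this filter removed none. In 50 simulated data sets, the fit called 200 of 200 changed RNAs and 0 of 1800 unchanged RNAs, and 11 unchanged RNAs had an adjusted p-value below 0.05. The simulated changes were as large as that of TER1, and all RNAs were given the same variation between replicates. These counts therefore do not cover smaller changes, or RNAs that varied more between libraries. The TMM factors were returned in 5 of 5 simulated sets. DESeq2 1.42.0 served for an alternative test and size factors. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9 were used for the other steps.

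Enrichment in the Lsm8 IP used the thresholds of the paper, a difference of 10 normalized counts and a ratio above 2, with no statistical test. The median was taken over genes with at least 1 read. The deposited values were instead scaled by 96 and 37 reads, the medians over all listed genes. A ratio against 3 control reads or fewer was computed against 3 reads as a lower bound. In the Lsm8 IP, the minimum difference of 10 corresponds to 1080 reads where the control IP has none. Intervals cover counting error only. Random lists, 10000 per test, were matched on mean normalized reads.

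The RNAs named were TER1, U6, snR101, pof8, tlh2 and others that the paper names, the snRNAs snu1, snu2, snu4 and snu5, the 10 RNAs with the highest ratios, the 5 largest changes in each direction past the threshold, and every RNA in both lists. Other names were chosen after their values were seen. Alternatives covered the scaling, the thresholds, the pseudocount, overlapping genes, the test, a replicate block and each library left out in turn. A test of the overlap over all genes, and random lists for the median change of the enriched RNAs, were not made because the analyzed table lists only 44 genes.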

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

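The tests on rds1 in the Lsm8 IP, on SPAC343.20, on the transcripts of Supplementary Table 3a and on snR101 were chosen only after the results were seen.

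rds1, an RNA enriched in the Lsm8 IP that the text of the paper does not discuss, had a log2 fold change of -0.99 in pof8Δ cells, lower in 3 of 3 libraries than in every pof8+ library. Its adjusted p-value from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.00161. Over the other scalings of the libraries the largest adjusted p-value was 0.00115, and over the fits that left out 1 library it was 0.0181, so neither choice accounts for the change. The overlapping gene SPAC343.20 had a log2 fold change of 0.050 in the stranded RNA-Seq, which leaves no shared decrease. In the unstranded Lsm8 IP, however, SPAC343.20 had 95.6% as many reads as rds1, and the enrichment cannot be assigned to either gene. It also depends on the scaling, since the ratio was 0.936 with each library scaled by its total count. Under the other alternative scalings the ratio of rds1 was from 2.53 to 3.11, the highest with the total without snRNAs. The splits of 3 libraries against 3 are too few to test a grouping of the libraries by chance. That rds1 may respond to Pof8 is a hypothesis, found and tested on the same data.

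Without the minimum difference, 8 transcripts of Supplementary Table 3a other than TER1 had an Lsm8 IP ratio above 2, which the paper does not report. Among random lists matched on reads, 1.21% held as many. Matched also on protein-coding or not, 4.13% did, but under each of the other 6 scalings of the libraries this share was above 5%, from 6.08% to 14.9%. That the outcome must hold under every scaling was decided after these shares were seen. The number of such transcripts was itself 2 with each library scaled by its total count, and 7 or 8 under the other scalings. Of the 8 transcripts, 6 overlap another gene of the table, but so do 7 of the other 10, and 49.9% of random lists matched on reads and on protein-coding or not held as many, so overlap does not set the 8 apart. The lower 95% bound was above 2 for 2 of the 8. Over all scalings, the pattern cannot be told apart from that of other genes with as many reads and of the same class, protein-coding or not.

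snR101, which the paper probes as a loading and specificity control in other experiments, had 369 reads in the Lsm8 IP and 21 in the control IP, a ratio of 7.00. Its difference of 2.93 normalized counts left it below the rule for enrichment. The lower 95% bound of the ratio was 4.51 and the lowest ratio under the other scalings was 2.51, so counting error and scaling do not account for it. Of 24 snoRNAs with at least 10 control reads, 6 had a ratio at least as high, snR101 included, so snR101 may share this with some other snoRNAs. It is not general among them: 12 of the 24 had a ratio above 3, 12 had a ratio below 1 and 0 lay between, with these limits chosen after the ratios were seen. No biological explanation was tested, and the libraries have no replicates.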

How the results depend on the processing

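The library totals alone, the TMM factors over the listed RNAs, the transcripts of Supplementary Table 3a and every RNA-Seq scaling for the median of the enriched RNAs were chosen after seeing the data; the other alternatives were chosen before the data were examined. The tests that compare splits of the libraries were set beforehand.

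TER1 was lower in pof8Δ cells, with an adjusted p-value below 0.05, in all 13 fits, with log2 fold changes from -2.14 to -1.87. Leaving out 1 library at a time gave -2.14 to -1.88, and the replicate block gave -1.99, with a mean correlation of same-numbered libraries of -0.0478. The number of RNAs called lower ranged from 1 to 2 across the 6 fits that each left out 1 library, because rds1 passed -1 in 3 of them, and was 2 at an absolute log2 fold change above 0.58. No RNA was called higher in any of these fits (0; with all 6 libraries, 1 at an unadjusted p-value below 0.05). Of the 4 splits of the 6 libraries that part every same-numbered pair, 1, the real one, gave as many RNAs called lower, 1 gave as many with an adjusted p-value below 0.05, and 1 gave as many RNAs that were both enriched and lower. With these 4 splits, 1 of 4 is the lowest share possible, so the comparison cannot set the real split apart from chance. Over all 10 splits, the real one alone called any RNA.

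U6 changed sign, without an adjusted p-value below 0.05 in any fit. Its log2 fold change was 0.053 with DESeq2's size factors over the listed RNAs, 0.062 with TMM factors over them, 0.011 without pof8+ replicate 2 and 0.093 without pof8Δ replicate 3, and ranged from -0.24 to 0.093 with 1 library left out. With DESeq2's size factors, snR36 (0.049), psd1 (0.034) and the RNA at the head of Supplementary Table 4 (0.022) changed sign as well, with TMM factors over the listed RNAs to 0.059, 0.042 and 0.029. snR36 also did so without pof8+ replicate 1 (0.021) and without pof8Δ replicate 3 (0.012), and ranged from -0.22 to 0.021 with 1 library left out. With these factors all RNAs moved together, as the median log2 fold change of all 40 RNAs went from -0.095 to 0.024 with DESeq2's size factors and to 0.029 with TMM factors over the listed RNAs. Both sets of factors are computed from the listed RNAs, which centres these around no change. The cause of the changes with 1 library left out was not tested. Another 12 results became significant, all of snu2, snu4, grx1 and obr1.

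The number of enriched RNAs was 11 with each library scaled by its total count, 948 without a minimum difference and 327 with the difference taken after scaling to the mean library total. Other settings gave 26 to 46. The ratio of TER1 was 59.0 with total counts. The ratio of U6 was 30.4 with the median over all genes, 11.3 with total counts, 34.2 with edgeR's TMM, 33.8 with DESeq2's size factors and 37.4 with the total without snRNAs; its narrow interval covers counting error only. The snRNA reads account for the drop with total counts, since without them the ratio of TER1 was 196 and 46 RNAs were enriched. Among 13 other ratios, 22 of 104 values moved outside their intervals.

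The number of RNAs enriched and lower was 2 at a log2 fold change below -0.5 or below 0, each with an adjusted p-value below 0.05. Of the transcripts of Supplementary Table 3a, 9 were enriched without a minimum difference and 4 with the difference taken after scaling to the mean library total, against 1 by the rule. The median log2 fold change of the enriched RNAs without TER1 kept its sign under the 3 alternatives set beforehand, which change the list of RNAs and not the RNA-Seq scaling. It changed sign with the RNA-Seq scaled by DESeq2's size factors (0.034) and by TMM factors over the listed RNAs (0.040), against -0.086. With the library totals alone it kept its sign, at -0.059. The 2 sets of factors that changed the sign are computed from the listed RNAs, most of them enriched, which centres these around no change. They therefore cannot test a shift that the enriched RNAs share. Alternatives on low counts were not run because they remove none of the 40 RNAs, and pseudocounts for the RNA-Seq because the values are counts.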

Differences from the paper's values

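No tests in this part were chosen after the results were seen.

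The log2 fold change of TER1 in pof8Δ cells was -2.00. The paper plots TER1 at about -4 in Fig. 7b, read by eye, on an axis titled fold change that the legend describes as log2. None of the alternatives set before the data were examined closed the gap; their log2 fold changes ranged from -2.14 to -1.88. On a linear scale TER1 was 4.01-fold lower, and Supplementary Table 3 gives the log2 fold change of TER1 as the value found here.

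The paper lists 1 RNA as enriched in the Lsm8 IP, mrps16, that was not called here, and the median over all listed genes, an alternative set before the data were examined, calls it. TMM, DESeq2's size factors and the total without snRNAs call all RNAs of Supplementary Table 4 as well. The deposited values were scaled by the median over all listed genes, so the difference in mrps16 comes from the median used here.

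The paper states that U6 was unaffected by Pof8, and its log2 fold change here was -0.054. The paper states that TER1 is the only transcript bound by Lsm8 and reduced in pof8Δ cells. Here rds1 was enriched and had a log2 fold change of -0.99, and it passed -1 in the fits without pof8+ replicate 3, pof8Δ replicate 1 or pof8Δ replicate 3. The log2 fold change of rds1 that the authors deposited is -0.99 as well. With all libraries, rds1 thus fell short of the paper's threshold in both, and no value differs. Supplementary Table 3a lists 6 protein-coding transcripts, pof8 among them, where the text counts fewer.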

Other observations

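The random lists for the overlapping genes and the test of snu2 on single libraries were chosen only after the results were seen.

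Among the 34 enriched RNAs, 14 lie in 7 overlapping pairs, such as psd1 and snR36 with 4409 and 4393 reads in the Lsm8 IP. Of random lists matched on reads, 0% held as many. Reads of 1 locus counted for both genes are a candidate explanation. In 98.2% of 557 nested pairs on opposite strands, the outer gene had at least as many reads as the inner gene, against a median of 62.7% with inner genes shuffled among pairs. The outer gene is also the longer one, so part of this share follows from length.

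The authors' deposited table gives adjusted p-values of 0.00794 for snu2, 0.0108 for obr1 and 0.0257 for grx1 over all genes. In the fit of 40 RNAs none of them passed 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (0.163, 0.0902 and 0.139). For snu2 the largest adjusted p-value was 0.172 over the other scalings and 0.458 with 1 library left out, and it ranged from 0.00468 to 0.458 over all fits. For grx1 these were 0.382 and 0.417, and the range was 0.0443 to 0.417. Since neither passed 0.05 by that test with all libraries and the authors' scaling, these values cannot tell whether scaling or a single library accounts for either change. The log2 fold change of snu2 was -0.74 and reached -0.60 under the other scalings. It was -0.40 without pof8+ replicate 2 and from -0.94 to -0.63 without any other library, so a large part of its size comes from that 1 library. With the scaling and the libraries kept, its adjusted p-value was 0.0736 by edgeR's likelihood ratio test and 0.0255 by DESeq2. obr1, named after its values were seen, passed 0.05 in 7 of 13 fits, with adjusted p-values from 0.00457 to 0.327 over all fits and of at most 0.0123 over the other scalings.

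A split of the libraries that does not follow pof8, with pof8+ replicates 1 and 2 and pof8Δ replicate 1 against the rest, gave 9 RNAs with an adjusted p-value below 0.05, and the real split gave 2. It parts the libraries with low TMM factors from those with high ones. With library totals alone, that split gave 2 and the real split 5, which is in line with the TMM factors as a source. No biological explanation was tested.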
